# Forced intensity-controlled endurance training on a small-animal treadmill machine inducing murine cardiac hypertrophy: insights and comparison to voluntary running models

**DOI:** 10.3389/fphar.2025.1682751

**Published:** 2025-10-09

**Authors:** Maximillian Fischer, Agus Simahendra, Tobias Straub, Stefan Brunner, Bartolo Ferraro, Ludwig T. Weckbach

**Keywords:** cardiomyocytes, physiological cardiac hypertrophy, endurance training, small-animal treadmill, exercice

## Abstract

Endurance training is associated with decreased cardiovascular-related morbidity and mortality. Cardiac hypertrophy is an adaptive mechanism, and murine exercise models for cardiac hypertrophy are still under discussion. Using a small-animal treadmill, a forced intensity-controlled training model was conducted to characterize cardiac hypertrophy in mice utilizing multimodal analyses and then compared to datasets of voluntary running mice. Wild-type male C57BL/6 mice at 8 weeks old were subjected to forced endurance training using a small-animal treadmill or sedentary age-matched control. Five different measurement points (0-, 2-, 4-, 8-, and 12 weeks) were used to assess phenotypic changes. Each training group was scanned using an ECG-gated ^18^F-FDG PET/CT scan to evaluate cardiac volumetric parameters. Morphometric analyses were performed for body, heart, and tibia length. Heart samples were used for staining to measure cross-sectional area, inflammatory cell infiltration, and fibrosis. In addition, transcriptomic analysis of 8-week training hearts was evaluated using RNA sequencing. Endurance training promotes significant body weight loss in training mice as early as 2 weeks. After 8 and 12 weeks of training, the heart weight/tibia length ratio was significantly higher than the control. Cardiomyocyte (CM) cross-sectional areas were enlarged by 1.8-fold and shifted to the increased surface area upon training. The CM size plateaued after 8 weeks of forced training. No accompanying inflammation or fibrosis in the training heart was detected, confirming a physiological hypertrophic response induced by forced endurance training. RNA sequencing revealed several genes involved in the cell cycle, apoptosis, contractile protein expression, and organ growth that were among the most differentially regulated genes after 8 weeks of exercise. Forced running showed a more robust gene expression than the published voluntary running model, focusing on growth, hypertrophy, and insulin-like growth factor-related genes. This study investigated the morphometric, histologic, functional, and transcriptomic alterations in cardiac hypertrophy induced by forced intensity-controlled treadmill exercise and discusses its advantages compared to voluntary running models.

## 1 Introduction

Cardiovascular and degenerative diseases are the primary cause of morbidity and mortality in industrialized nations and developing countries (Ponikowski et al., 2016; Cosentino et al., 2020; Knuuti et al., 2020). Exercise training has been established as one of the most important cornerstones to increase cardiorespiratory fitness and reduce major cardiovascular adverse events (Ruegsegger and Booth, 2018).

Physiological heart hypertrophy also occurs in pregnancy, but as opposed to exercise training, hearts in pregnant women adapt mainly to the increasing preload due to expanding blood volume to provide nutrients to the developing fetus (Mone et al., 1996; Dorn et al., 2007). Besides that, hereditary cardiac hypertrophy, such as familial hypertrophic cardiomyopathy, is a classic example that affects young patients. Although enlarged cardiomyocytes (CM) characterize physiological cardiac hypertrophy and pathological familial hypertrophic cardiomyopathy, the disease state is characterized by concentric cardiac hypertrophy with asymmetrical left ventricular hypertrophy predominantly of the interventricular septum. Disease manifestations encompass various clinical manifestations, including heart failure, malignant arrhythmia, and sudden cardiac death (Maillet et al., 2013; Van Berlo et al., 2013).

Furthermore, pathologically enlarged CMs associated with interstitial fibrosis and myocyte disarray occur due to genetic mutations, storage disease, mitochondrial disease, and triple repeat syndromes (Morita et al., 2008). Several pathological conditions, such as chronic arterial hypertension and valvular heart diseases, produce maladaptive cardiac enlargement, increased cardiac stiffness, and augmentation of left ventricular wall thickness without a compensatory increase in left ventricular end-diastolic diameter, known as concentric hypertrophy. Moreover, chronic concentric cardiac hypertrophy could lead to eccentric hypertrophy with hallmarks of chamber dilatation, mitochondrial dysfunction, and cell death if the source of pathological stimuli is not managed appropriately (Nakamura and Sadoshima, 2018). Pathological cardiac hypertrophy is associated with an inflammatory process, programmed cell death, inefficient calcium utilization, rarefaction of vascular density, interstitial fibrosis, CM disarray, and systolic and diastolic heart failure (Shimizu and Minamino, 2016; Nakamura and Sadoshima, 2018). Concentric hypertrophy exhibited a pronounced increase in the wall and interventricular septum thickness, reducing the left ventricular cavity. CM thickness and width rise without compensatory muscle fiber elongation and can be histologically observed in CM specimens with pathological hypertrophy caused by increased afterload *in vitro* (Hirt et al., 2012).

Distinctive signaling cascades drive the differentiation between physiological and pathological cardiac hypertrophy. Moreover, alterations of various molecular processes, such as cellular metabolism switching to glucose, energy substrate utilization, excessive reactive oxygen species (ROS) production, inflammation, gene expressions, protein translation, and sarcomere organization, arise, leading to the progression of adverse cardiac remodeling (Gibb and Hill, 2018).

Regular exercise has been proclaimed as a significant protective measure to reduce cardiovascular ischemia, injury, and mortality (Joyner and Green, 2009). Unfortunately, these physiological changes could also be chronically overwhelmed and lead to maladaptive responses in certain pathological conditions, such as decompensated heart failure or ischemic heart disease, when excessive neuro-humoral, inflammatory, and remodeling responses take place (Diuresis Jönsson et al., 2014; Bayes-Genis et al., 2016; Hartupee and Mann, 2016).

Due to exercise, hearts undergo adaptive modifications in their mass, volume, and metabolism. Aerobic exercise training leads to numerous hemodynamic adaptive changes when performed regularly and chronically. These can be translated roughly to increased cardiac performance and described as exercise-induced cardiac remodeling (Pal et al., 2013). The enlargement of the cardiac dimension can be easily detected by clinical imaging techniques (e.g., echocardiography or cardiac magnetic resonance imaging (MRI)), showing an increase in several cardiac parameters (Sharma et al., 2015).

Endurance training is associated with a lower incidence of cardiovascular-related diseases. The intensity and frequency of aerobic exercise training to induce these desirable positive effects remain under discussion. In addition, there have been scientific reports suggesting that vigorous endurance exercise training in rodents might promote cardiac collagen deposition, fibrosis marker elevation, deleterious electrical remodeling, and create a substrate for cardiac arrhythmias, particularly atrial fibrillation and ventricular tachycardia (Benito et al., 2011). Moreover, adaptive structural and functional remodeling is expected to occur in training athletes after several weeks of moderately intense regular endurance training. Nevertheless, the exact time point, training intensity, and additional scientific data on myocardial performance and possible deleterious effects of intense exercise remain to be elucidated (Eijsvogels et al., 2016). Due to the limitations of study approaches in humans, animal models are available to understand better the biological processes involved in physiological hypertrophy. Several experimental strategies have been developed to mimic human endurance training, such as forced running exercises using small-animal treadmill machines. Voluntary wheel running and swimming exercises with specific training protocols were also widely used in mice and rats.

Animals can provide valuable information depicting underlying mechanisms of cardiovascular physiological changes during physical exertion and their phenotypic consequences, including molecular analyses in healthy heart tissue, which are almost impossible to perform in humans due to ethical reasons. Endurance training using commercially available treadmill machines encompasses a forced and intensity-controlled exercise. It also allows adding velocity, training duration, and inclination to control exercise performance, which may generate hypertrophied hearts (Kemi et al., 2002; Hastings et al., 2022). On the other hand, the feasibility and detailed training programs have culminated in a tremendous amount of controversy (Wang et al., 2010).

We show that forced and intensity-controlled endurance training using a treadmill machine leads to the development of cardiac hypertrophy and transcriptomic alterations in the heart. The study objective was the multimodal analysis of exercise-induced cardiac remodeling in mice to evaluate morphometric parameters, cardiac volume, and function, and especially explore the altered molecular signaling pathway by RNA sequencing compared to sedentary controls and the model of voluntary running, which has not been published before.

## 2 Materials and methods

### 2.1 Mice

C57BL/6 mice aged 8- weeks old with a weight of 23.04 g ± 2.27 were purchased from Charles River (Sulzfeld, Germany). All animal studies were performed following the European Directive 63/2010/EU guideline and extrapolated to Animal Protection Law in the scope of German legislation. The animals were housed in a controlled environment with free access to water and a standard chow diet. Our study protocols were reviewed and approved by the governmental animal ethics committee and the local government (ROB-55.2-2532.Vet_02-20-166). Animal health and stress monitoring during forced exercise was conduced and controlled by experienced researchers and vets according to score sheets approved by the local goverment. Measures to minimize stress, where additional enviromental enrichment (e.g.,: nesting material), larger cages in combination with adequate acclimatization periods.

### 2.2 Treadmill exercise protocol

Wild-type mice were randomly assigned to forced endurance training or sedentary counterparts. Forced exercise training was performed using a dedicated small-animal treadmill (Panlab Harvard Apparatus, Holliston, Massachusetts). The animals rested for at least 2 weeks before the training protocol to avoid unnecessary stress and an additional week of acclimatization. The acclimatization started with a speed of 10 m/min for 10 min on the first day. The speed and duration of training were incrementally increased each day until the fifth day, namely 11 m/min, 12 m/min, 13 m/min, and 14 m/min for 20, 30, 40, and 50 min respectively. After 1 week of acclimatization, the training protocol started with the speed of 15 m/min for 60 min every day at the same time, 5 days a week for several weeks (0 until 4 weeks), depending on their allocated groups. The 2- and 4-week groups were allocated randomly to run for 60 min/day. The 8- and 12-week groups ran for 120 min/day. 10 animals ran for 2, 4, and 8 weeks each, and 5 animals trained for 12 weeks. The exact number of mice were allocated as sedentary controls in each time frame. For baseline evaluation, 10 animals were trained for only 1 week using an acclimatization protocol, designed as a 0-week training group, and compared with their respective sedentary control. Before each training frame, mice were adapted to the treadmill environment for 15 min. They are allowed to rest every 15 min for 2 min during each training session.

### 2.3 Morphometric phenotyping

The morphometric analysis was performed after each PET/CT scan at the end of the planned training schedule. Hearts were harvested, washed in cold PBS, and weighed using Pioneer Ohaus analytical balance (Sigma-Aldrich, Steinheim, Germany) and processed in 4% formaldehyde solution (Sigma-Aldrich, Darmstadt, Germany) for histological processing. The right tibia length (mm) was measured using Preciva^®^ digital caliper BellaCocool GmbH (Berlin, Germany).

### 2.4 Immunochemistry and histology

Hearts were fixated in 4% formaldehyde solution for 4–24 h, followed by incubation in 30% sucrose solution (Sigma-Aldrich, Steinheim, Germany) overnight for dehydration. The hearts were cut transversally at the height of ventricular papillary muscle and embedded in Tissue-Tek OCT mounting medium (Sakura Finetek, Alphen aan den Rijn, Netherlands) inside the Tissue-Tek Cryomold standard size of 25 × 20 × 5 mm (Sakura Finetek, Alphen aan den Rijn, Netherlands). Specimens were then stored in a −20 °C fridge overnight or at −80 °C for long-term storage. Frozen hearts were further cut using cryotome Leica CM3050 S (Leica Biosystems, Wetzlar, Germany) with a thickness of 8 µm.

#### 2.4.1 Wheat germ agglutinin (WGA) immunofluorescence staining

The slides with heart tissue sections were warmed at room temperature for 10 min, followed by refixation in 4% formaldehyde solution for 10 min. The fixated sections were washed thrice for 5 min each with PBS-Tween 20^®^ 0.1% (Sigma-Aldrich, Steinheim, Germany). The specimens’ glasses were made dry at room temperature for 10–15 min, and the desired staining area was encircled using a PAP Pen for immunostaining (Sigma-Aldrich, Schnelldorf, Germany). The specimens were applied 50 µL blocking solution [PBS with 0.5% saponin, 1% BSA, and 10% goat serum (Sigma-Aldrich, Steinheim, Germany)]. After 1 hour of incubation, the blocking solution was washed off three times using Hanks’ Balanced Salts Solution/HBSS (Biowest, Nuaillé, France). Wheat germ agglutinin (WGA) conjugated with Alexa Fluor^®^ 647 (Invitrogen, Eugene, United States, cat. W32466) staining solution was diluted 1: 100 in HBSS and poured onto the specimens for 1.5 h incubation at room temperature inside a dark, humid incubation chamber (Simport Scientific, Beloeil, Canada). The incubation was followed by washing twice with HBSS. After the washing steps, SYTOX^®^ green dye (Invitrogen, Eugene, United States, cat. S7020) diluted 1: 1000 in HBSS was applied to the specimens, followed by 10 min of incubation inside the dark and humid chamber at room temperature. The specimens were again soaked with HBSS three times and kept dry at room temperature for 10–15 min. Subsequently, the sections were covered with ProLong^®^ Gold anti-fade reagent (Invitrogen, Eugene, United States) as mounting media, sealed with coverslips size 24 × 50 mm (R. Langenbrinck GmbH, Emmendingen, Germany), and dried at room temperature for 24 h in the dark before microscopical analysis.

#### 2.4.2 Hematoxylin-eosin staining

The specimens’ glasses were warmed at room temperature for 10 min and washed in Aqua (B-Braun, Melsungen, Germany) and PBS for 10 and 5 min to remove the OCT mounting media. The specimens were then put into Meyer’s Hematoxylin Solution (Carl Roth, Karlsruhe, Germany) for 3–5 min, followed by washing steps under the flowing tap water for 15 min. The specimens were then reconditioned in Aqua solution for 2 min and dipped into Eosin G Solution 0.5% (Carl Roth, Karlsruhe, Germany) mixed with one drop of acetic acid glacial (Merck, Darmstadt, Germany) as buffer and preservatives for 3 min. The stained specimens were washed once using distilled water for 2 s, followed by dehydration steps in the sequence of incrementally concentrated alcohol solution 70%, 96%, and 100% (Sigma-Aldrich, Steinheim, Germany) for 5 min each. At last, the specimens were put into Xylene I and II solution (Sigma-Aldrich, Steinheim, Germany) for 5 min each, dried at room temperature, mounted in Roti^®^ Histokitt II (Carl Roth, Karlsruhe, Germany), and covered with coverslips size 24 × 50 mm before analysis under the microscope.

#### 2.4.3 Picrosirius red staining

After warming up for 10 min at room temperature, the heart specimens were washed in PBS for 5 min, followed by staining in Direct Red 80 (Sirius Red) 0.1% solution (Sigma-Aldrich, Steinheim, Germany) for 1 h. The stained samples were then washed in 0.01 N hydrochloric acid (Merck, Darmstadt, Germany) for 2 min, followed by serial dipping into a sequence of a concentrated alcohol solution of 50%, 70%, 96%, and 100% for dehydration purposes. Finally, the dehydrated stained specimens were immersed in Xylene I and II solution for 2 min each, dried at room temperature, mounted in Roti^®^ Histokitt II, and covered with coverslips size 24 × 50 mm before analysis under the microscope.

### 2.5 Microscopical image acquisition and analysis

A confocal microscope Leica TCS SP8 X (Leica Microsystems, Wetzlar, Germany) was used to image the cross-sectional area of transversally cut heart fibers at ×40 magnification, respectively. The Type-F Immersion Liquid (Leica Microsystems, Wetzlar, Germany) was applied to each image acquisition for better object visualization. The images were taken utilizing 488 nm to detect SYTOX^®^ green and 633 nm to visualize WGA. The heart samples were analyzed at the height of the papillary muscles on the left ventricle. The images were made in triplicate, and the surface area analysis was performed blinded using ImageJ2 (NIH, Maryland, USA). The quantification of both heart surface areas was performed manually on a one-to-one section basis (n > 200 cells per section, 600–800 cells per heart sample, and n > 100 per section), and the triplicate results were averaged. A stereo microscope Leica M205 FA (Leica Microsystems, Wetzlar, Germany) was utilized to visualize stained specimens with Hematoxylin-Eosin and Picrosirius Red. Images with corresponding magnification for heart specimens were taken in triplicates with a Leica DFC7000 T camera and analyzed using ImageJ2 software to detect inflammatory cell infiltration and fibrosis.

### 2.6 *In vivo* cardiac PET/CT image acquisition

The induction and maintenance of anesthesia were performed using 2.5% and 1.5% isoflurane, respectively. The oxygen flow was maintained at a 1.0–1.4 L/min rate throughout the scan and delivered using a closed tubing system with a face mask. ^18^F-FDG was administrated intravenously into the lateral superficial tail veins using a catheter and a volume of 200 μL, resulting in approximately 20 MBq radioactivity. After tracer administration, the catheter was flushed using an isotonic saline solution of 0.9% (Fresenius Kabi, Bad Homburg, Germany) in a volume of 50 µL. A 30-min delay time from injection until the start of scanning enabled radiotracer distribution into the myocardium. Then ECG-gated micro-PET image acquisitions using a Nanoscan^®^ dedicated small animal PET scanner (Mediso Medical Imaging Systems, Budapest, Hungary) were accomplished on 0, 2, 4, 8, 12 weeks groups on each animal, both training and sedentary control. A heating pad and a rectal thermometer for tight temperature monitoring were placed under and in the prone-positioned animals, respectively, to regulate average core body temperature. The animals remained anesthetized, and the ECG activity was carefully recorded in real-time throughout the entire 30-min scan duration using modified Kendall neonatal ECG electrodes (Cardinal Health, Norderstedt, Germany), which were placed on animal’s both forepaws and left hind paw. The animals’ eyes were protected using Bephantene^®^ cream to avoid dryness during the anesthesia. After image acquisition, a veterinarian observed the animals closely until they fully recovered from the anesthesia. The recorded data were further reconstructed, analyzed, and quantified using Nucline NanoScan 3.04.018.0000 (Mediso Medical Imaging System, Budapest, Hungary), Inveon Research Workplace 4.2 (Siemens Medical Solutions, Malvern, PA, USA), and QPS/QGS^®^ Software (Cedar-Sinai Medical Centers, Beverly Hills, CA, USA) respectively.

### 2.7 PET/CT image analysis

The acquired images were reconstructed as ECG-gated sequences using Nucline NanoScan 3.04.018.0000 (Mediso Medical Imaging System, Budapest, Hungary). ECG-gated image reconstruction was performed using a built-in Tera-Tomo 3D reconstruction algorithm with normal regularization, application median filter, spike filter, edge artifact reduction, 8 iterations, 0.50 voxels size, and subsets number of 6, using 16 bin frames was also normalized, corrected for randoms, dead-, decay time, attenuation, and scatter. The reconstructed images were then exported utilizing InterView FUSION 3.09.008.0000 (Mediso Medical Imaging System, Budapest, Hungary) for further processing. Exported PET images were then analyzed using the Inveon Research Workplace 4.2 (Siemens Medical Solutions, Malvern, PA, United States) (Fischer et al., 2021). The heart rate records during the scan were extracted from the automatically saved log data and used to verify the accuracy of the ECG-triggering signal. Gated images were then cropped and rescaled by augmenting the values to the factor of 10 using the R Program for Statistical Computing (Lucent Technologies, Murray Hill, NJ, USA) for further analysis. Gated images are smoothened using Gaussian σ 0.75 algorithms in the x, y, and z-axis. The three-dimensional left ventricular function parameters (EDV, ESV, SV, and EF) were quantified utilizing QGS^®^ (Cedars-Sinai, Los Angeles, CA, United States) on the ECG-gated reconstruction images. Subsequently, the cardiac output (µL/min) was calculated by multiplying the quantified SV with the recorded average heart rate/minute.

### 2.8 RNA isolation and bulk RNA-Seq analysis

The specimens used for RNA isolation were taken from the mice’s whole heart, which consisted of both atriums (including the left and right atrial appendages) and ventricles. The animal’s hearts were soaked directly after extraction into Trizol^®^ reagent (Life Technologies, Carlsbad, USA) (1 mL Trizol^®^ reagent was used pro 100 mg heart tissue) and homogenized using IKA T10 Ultra-Turrax basic Homogenizer (Janke and Kunkel KG, Staufen i. Breisgau). The chloroform solution (Sigma-Aldrich, Steinheim, Germany) was added to the homogenized tissues with 0.2 mL pro milliliter Trizol. The mixture was agitated for 15 s and incubated at room temperature for 2–3 min. The samples were centrifuged at 13,000 rpm at 4 °C for 15 min to separate the upper aqueous-, lower emulsion- and middle interphase. The upper aqueous phase containing the desired RNA was transferred into new clean tubes. The isolated RNA was washed by agitation for 15 s with 500 µL Isopropanol 99.7% (Sigma-Aldrich, Steinheim, Germany), each 1 mL sample followed by 10 min incubation at room temperature. After centrifugation, the pellets containing the precipitated RNA were afterward cleansed with 1 mL 75% ethanol followed by centrifugation at 10,000 rpm at 4 °C for 8 min. The supernatant was discharged, and the isolated pellet containing the desired RNA was dried at room temperature before adding 30 µL RNA-free water for dilution. A Nanodrop 2000 photometer (Thermo Fisher, Waltham, United States) was used to determine the quantity and quality of the isolated RNA. High-quality total RNA samples have an A260/280 ratio ≥1.9 indicating the absence of contaminating substances.

A total of 10 samples of five 8 weeks of training and five sedentary mice at the same age were analyzed by bulk RNA-sequencing. The RNA sequencing libraries were generated with NEBNext^®^ Ultra™ II Directional RNA Library Prep technology (New England Biolabs, Ipswich, United States) according to the manufacturer’s instructions and internal laboratory quality control. The library generation uses fragmentation, a poly-T oligo, and sequencing adapter ligation. One RNA sequencing library pool was prepared from the 10 generated RNA-Seq libraries. The template amplification and clustering were performed using the Illumina NovaSeq^®^ 6000 next-generation sequencing system applying the exclusion amplification chemistry (Illumina, San Diego, United States), and its high output mode was made with 1 × 100 bp single-read chemistry. The cluster generation and RNA sequencing were operated under the control of the NovaSeq Control Software (NVCS) v1.6.0 (Illumina, San Diego, United States). The processing of primary images was performed on the NovaSeq instrument using Real-Time Analysis (RTA) 3.4.4 software (Illumina, San Diego, United States). Datasets for the voluntary running model were deposited and publicly available under the following link: https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA811435 (Lerchenmüller et al., 2022)

The evaluation of the imaging and sequencing running performance utilized the Illumina Sequence Analysis Viewer (SAV) v2.4.7 (Illumina, San Diego, United States). Sequencing reads were aligned to the mouse reference genome (version GRCm39.107) with STAR (version 2.7.10a). Expression values (TPM) were calculated with RSEM (version 1.3.3). Post-processing was performed in R/bioconductor (version 4.2.0) using default parameters if not indicated otherwise. Differential gene expression analysis was performed using DEseq2 (version 1.36.0). An adjusted p-value (FDR) of less than 0.1 was used to classify significantly changed expression. Gene set enrichment analyses were conducted with package ‘fgsea’ (version 1.22.0) using the GO gene sets (biological process only) of ‘msigdbr’ (version 7.5.1). Genes were ranked based on the DEseq2 test statistic. The analysis was limited to gene sets ranging from 15 to 500 in size.

### 2.9 Statistical analysis

Statistical analyses were performed using GraphPad Prism (Version 8, Inc., San Diego, California). All results were shown as mean with standard deviation. One-way and two-way ANOVA analyses, including multiple comparisons and paired and unpaired student t-tests, were performed where applicable for normally distributed data sets. The Wilcoxon sign-rank, Kruskall-Wallis, or Mann-Whitney U-test was used for groups that were not normally distributed. Differences were considered significant when P < 0.05 (*), <0.01 (**), or <0.001 (***).

## 3 Results

### 3.1 Endurance training induces body weight loss and heart hypertrophy in mice

Figure 1A illustrates the study design, depicting different training groups at 2 weeks, 4 weeks, 8 weeks, and 12 weeks. At each time point, mice were analyzed for *in vivo* measurement of cardiac volumes and function by ECG-gated PET/CT. Morphometrics (body weight, heart weight, and tibia length) and histology were performed for each group. RNA sequencing of hearts was performed after 8 weeks of training and in the sedentary control group.

**FIGURE 1:**
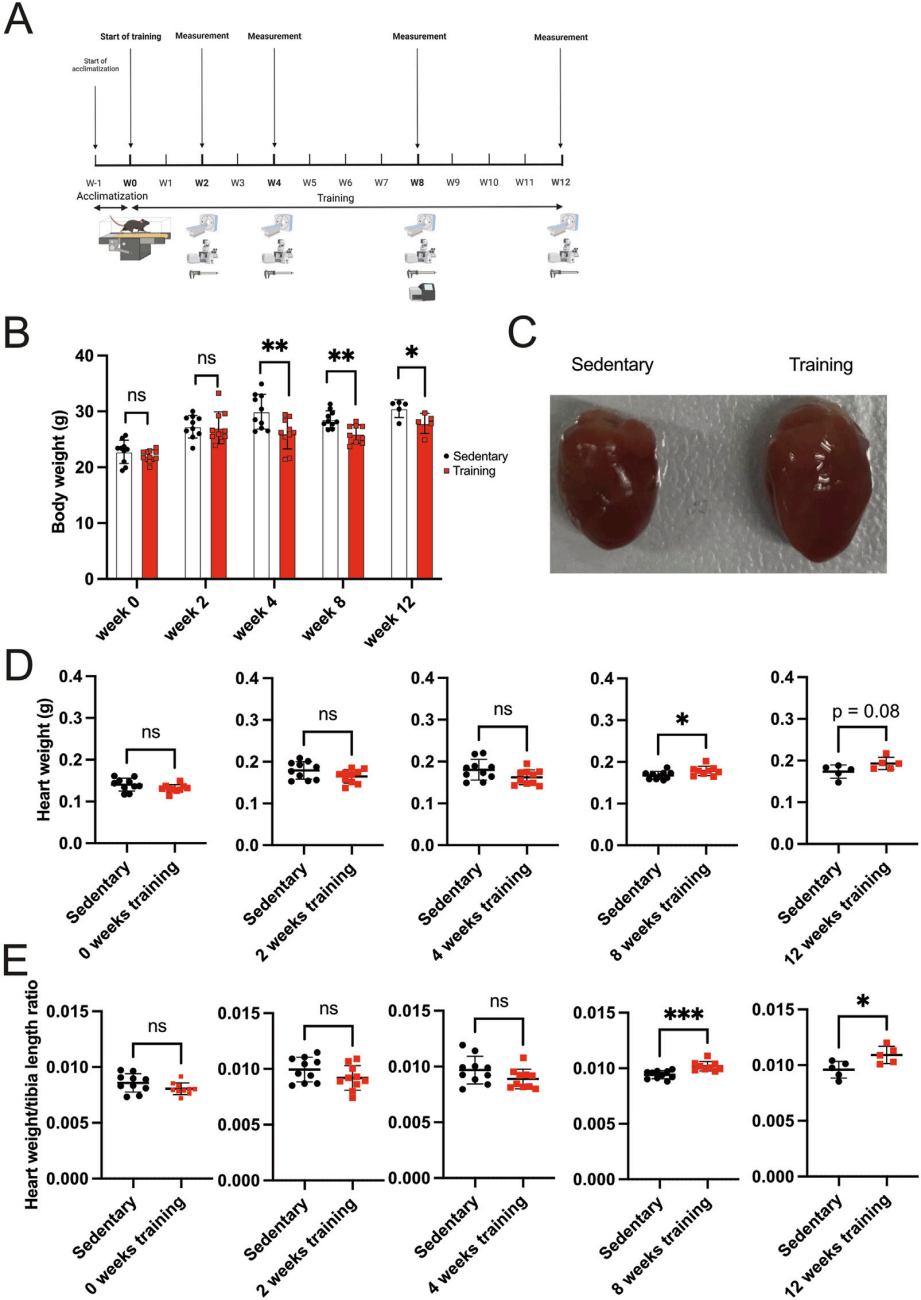
Study design and morphometric analysis of sedentary vs training mice. **(A)** Schematic showing the treadmill running protocol and study design. The scheme includes acclimatization before the training protocol. At week 0 (W0), week 2 (W2), week 4 (W4), week 8 (W8), and week 12 (W12), the training and sedentary mice were sacrificed and analyzed, including ECG-gated PET/CT, histology, morphometrics, and RNA sequencing. **(B)** Mice body weight was recorded on the corresponding weeks (0, 2, 4, 8, and 12). Sedentary control mice served as controls. Data illustrated as mean ± SD. N = 10 mice in each group, except for 12 weeks (n = 5 mice per group). Black dots represent sedentary control; training animals are shown in red. Two-way ANOVA with Turkey’s multiple comparison tests was used. ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001. **(C)** Representative gross heart in an 8-week training group (right-hand side) and their matched sedentary control (left-hand side). The extraction was performed carefully to include all four heart chambers and exclude pericardial tissue. **(D)** Heart weight on 0-, 2-, 4-, 8-, and 12-week training animals and their matched sedentary control. Data illustrated as mean ± SD. N = 10 mice in each group, except for 12 weeks (n = 5 mice per group). Black dots represent sedentary control; training animals are shown in red. Unpaired two-tailed Student’s t-test was used. ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001. **(E)** Heart weight/tibia length ratio (g/mm) across different training time points (0, 2, 4, 8, and 12 weeks). Data illustrated as mean ± SD. N = 10 mice in each group, except for 12 weeks (n = 5 mice per group). Black dots represent sedentary control; training animals are shown in red. Unpaired two-tailed Student’s t-test was used. ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001.

The body weight in the fourth week of training was significantly lower in training compared to sedentary control mice (Figure 1B). The mean body weight of the 4-week training group is 24.65 g ± 2.71 compared to 28.55 g ± 2.47 in their sedentary counterpart (p < 0.01). Similar results were recorded after 8- and 12-week training. The mean average body weight on 8-week training was 25.96 g ± 1.63 in comparison to 28.59 g ± 1.53 in the sedentary group (p < 0.01) as well as 27.84 g ± 1.80 in the 12-week training group as opposed to 30.50 g ± 1.58 on the 12-week sedentary groups (p < 0.05).

To determine the effect of endurance training on heart morphology, we analyzed the hearts of different training groups. Interestingly, after 8 weeks, we found an increased heart mass in training mice compared to the sedentary controls. A representative image of the gross morphology of a mouse’s heart after 8 weeks of training is presented in Figure 1C. Figure 1D depicts the results of heart weight measurement between groups at different training time points. The 8-week training group showed an increased heart weight, indicating a response to the training compared to their matched control (p < 0.05). A strong trend was also observed in the 12-week training group (p = 0.08) compared to their matched 12-week sedentary control. No endurance training effects on the cardiac mass were observed in 2- and 4-week training groups. To avoid any confounders, we analyzed the heart weight/tibia length ratio as a valid indicator of cardiac hypertrophy (Figure 1E). A significant difference in heart weight/tibia length ratio in 8-week training mice compared to the control was evident (p < 0.001). The F-test for equality of variances between the 4-week and 8-week training groups was not significant (F-test: p = 0.5). Using the F-test in ANOVA analysis of 4- and 8-week sedentary and training groups showed the same result, arguing against an influence of low variability in the 8-week groups (F-test: p = 0.1).

Furthermore, the heart weight/tibia length ratio is significantly higher in 12-week training animals compared to their sedentary control (p < 0.05). This finding also confirms our hypothesis that a continuous increase in cardiac mass was appreciated as a response to forced chronic endurance training on the treadmill machine in experimental animals, starting to be observable from 8 weeks as a critical time-point.

### 3.2 Cardiac function analysis derived from small animal PET/CT

In this study, the endurance training of 8 weeks promoted cardiac hypertrophy based on morphometric analysis. Further, we explored whether forced chronic endurance training influences left ventricular (LV) volume and function. In our animal experiment, we performed a small animal-dedicated PET/CT image acquisition to assess LV volumes. Figure 2A illustrates the left ventricular ^18^F-FDG uptake in three axes (coronal, horizontal long, and vertical long axis) at end-diastole and end-systole. The analysis is performed using the commercially available QGS software to enable ECG-gated function analysis from PET data from 3D reconstructed images, as illustrated in Figure 2B.

**FIGURE 2:**
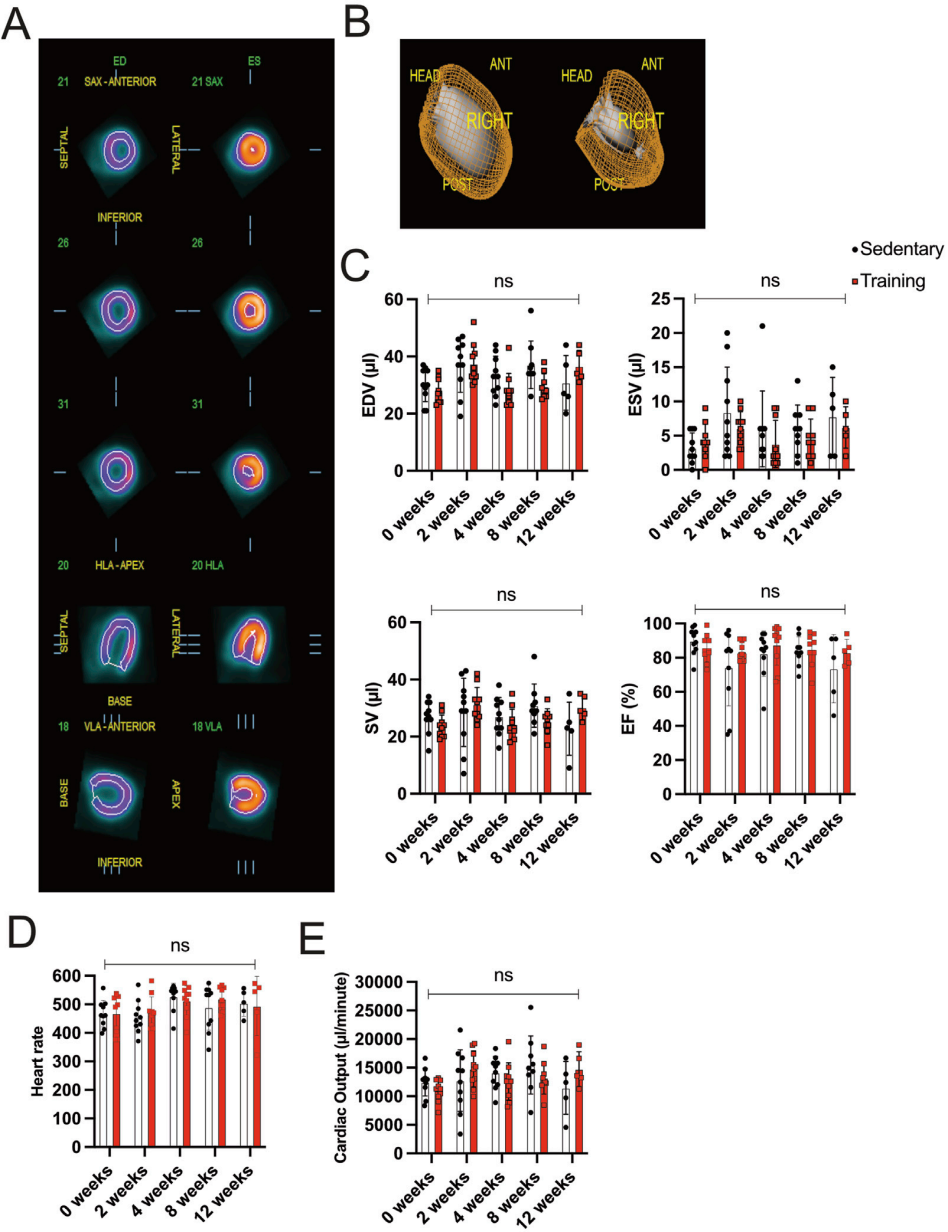
Gated PET/CT assessment of cardiac volume and function **(A)** Representatives of different views (coronal, horizontal long axis (HLA), and vertical long axis (VLA)) of the left ventricle during end-diastole (ED; left side) and end-systole (ES; right side). **(B)** Three-dimensional reconstruction of ECG-gated PET/CT images showing the left ventricle in end-diastole (left) and end-systole (right). **(C)** Evaluation of EDV, ESV, SV, and EF between training and sedentary groups at different time points. **(D)** Heart rate/minute in training animals compared to their matched sedentary controls. **(E)** Cardiac output is calculated from SV and heart rate/minute. Data illustrated as mean ± SD. N = 10 mice in each group, except for 12 weeks (n = 5 mice per group). Black dots represent sedentary control; training animals are shown in red. Two-way ANOVA with Turkey’s multiple comparison tests was used. ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001.

Functional cardiac analysis on training hearts at different time points is illustrated in Figure 2C. No significant difference in EDV, ESV, and SV between sedentary and training animals in the corresponding experimental groups could be detected. The EF of the 8-week training group remained stable compared to the sedentary group (training: 85.00% ± 9.64 vs sedentary 83.78% ± 8.61, p = 0.78). Similar parameter relationships were appreciated in the 2-, 4-, and 12-week groups without showing significance in the corresponding statistical analysis. Furthermore, the SV multiplied the acquired heart rate/minute means to calculate cardiac output (CO), expressed in µl/minute. Figures 2D,E show the data on heart rate/minute and CO across different time points. The difference in heart rate/minute and CO showed no statistical significance in the running groups.

### 3.3 The CM size shifts to greater surface areas after forced endurance training

Our phenotypic characterization of different training protocols revealed an increased heart weight/tibia length ratio after 8 weeks of forced exercise training on the treadmill. We, therefore, examine these changes further by histology. We quantified the CM cross-sectional surface area as a reliable method to evaluate cardiac hypertrophy. Figure 3 shows the representative immunofluorescence images comparing the cross-sectional area of CM in the middle cardiac section at the height of the papillary muscles. The CMs were then counted based on the corresponding numbers of SYTOX-green stained nuclei, and the circumferential WGA-stained cell membrane was calculated. Surface areas were tabulated, and the training and sedentary control groups were compared. Furthermore, the percentage of cell numbers in corresponding categories of surface area size represented better insight regarding the cell size distribution. Figures 3A–C show that there was no significant difference observed in mean cell size between 0-week training compared to their sedentary control (178.90 µm^2^ ± 33.08 vs 175.10 µm^2^ ± 27.86, p = ns) as well as in the CMs number-size proportion. Most CMs from both groups at this time point are almost identically located in the 101–200 mm^2^ interval. On the contrary, we found a statistically significant difference in mean average CMs surface area between 8-week training and control groups (315.10 µm^2^ ± 32.94 and 173.50 µm^2^ ± 20.41, p < 0.001; Figures 3J–L). The shifting of CM number percentage to greater surface areas in the 8-week training group demonstrated cardiac hypertrophy.

**FIGURE 3:**
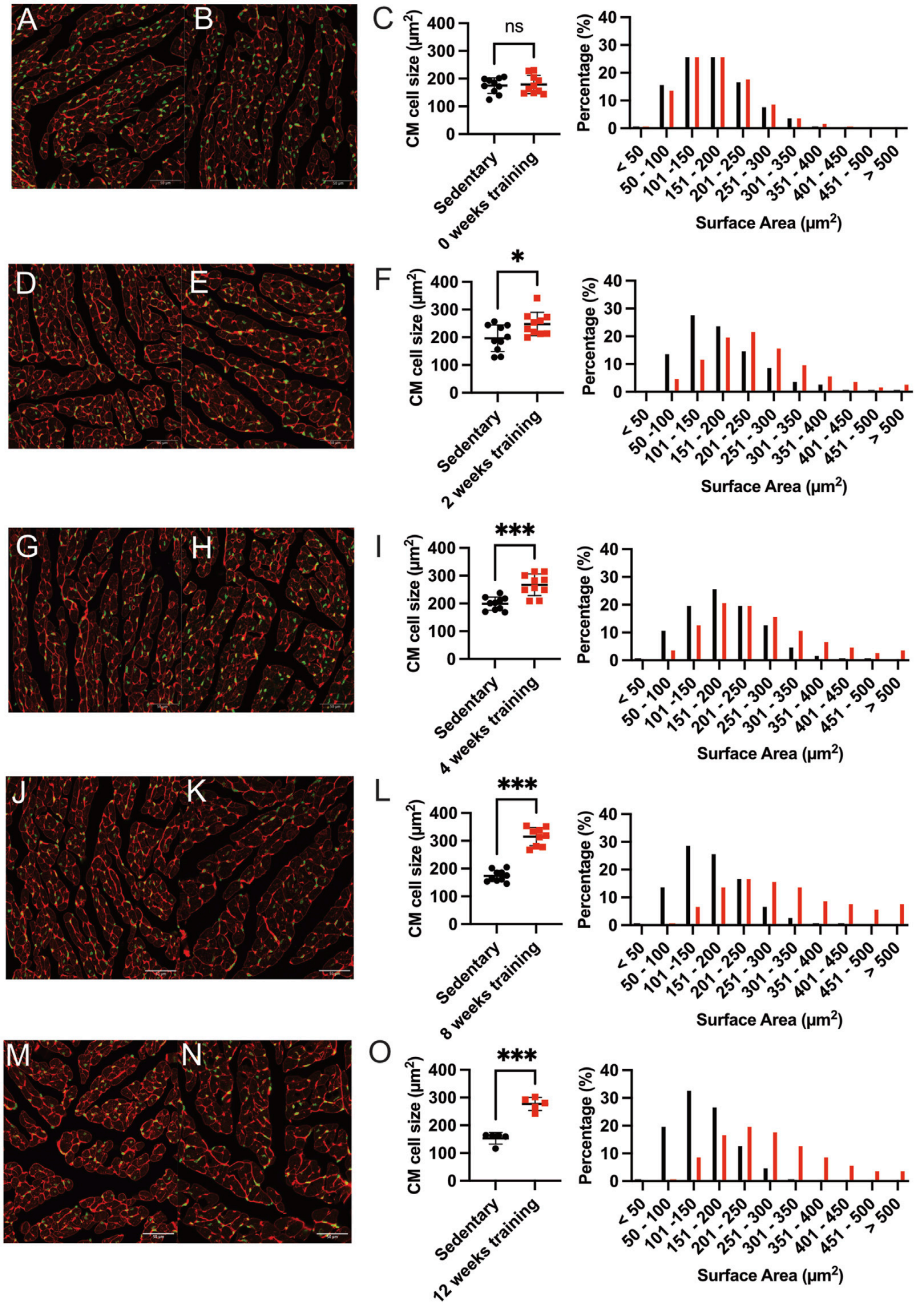
Representative immunofluorescence staining and quantification of induced cardiac hypertrophy. Immunofluorescence images at baseline 0-weeks sedentary control **(A)** and corresponding training group **(B)** WGA-Alexa Fluor^®^ 647 (shown in red) and SYTOX green^®^ (shown in green). The length bar represents 50 µm. **(C)** Quantification of cardiac hypertrophy by cross-sectional CM size (left) and the corresponding percentage of surface area (right) compared with the sedentary controls. Black dots indicated sedentary control mice. Training mice are depicted in red. **(D,E)** show representative immunofluorescence images after 2 weeks of training and the corresponding quantification illustrated in **(F)**. The 4-week training group is shown in **(G–I)**, and the 8-week training group in **(J–L)**. The 12-week training groups in **(M–O)**. Data illustrated as mean ± SD. N = 10 mice in each group, except for 12 weeks (n = 5 mice per group). Unpaired two-tailed Student’s t-test was used. ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001.

The differential average cell size in µm^2^ quantification and the shifts in CM’s cross-sectional area among training and sedentary groups are illustrated for all training groups in Figures 3D–O. Figures 3M–O showed the larger mean CM surface area of 12-week training compared to the sedentary group (276.80 µm^2^ ± 23.37 vs 153.30 µm^2^ ± 20.90, p < 0.001). The shift of CM size towards the larger surface area (201–300 mm^2^) was also observed in the 8- and 12-week training groups. Therefore, we analyzed if physiological hypertrophy as a response to forced endurance exercise is accompanied by pathological hallmarks such as inflammation and/or fibrosis. Heart sections stained with hematoxylin-eosin did not visualize inflammatory cell infiltration, and picrosirius red did not identify fibrotic areas, nor was there a change in fibrosis gene expression (Supplementary Figures S1, S2).

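Fibrosis gene expression was measured by RNA sequencing of whole hearts from 5 mice after 8 weeks of forced training and from 5 sedentary mice. The authors deposited the number of reads counted on each gene, and these counts were compared here with edgeR, which gives a log2 fold change of training against sedentary hearts. A hand-written list of 32 fibrosis genes held fibrillar collagens, matrix enzymes and TGF-β ligands, among others. Its median log2 fold change was 0.043, with 21 genes above 0 and 11 below. Ccn2, Vim and Lum were higher at an FDR below 0.1, against 5 higher or lower genes when adjusted over the list alone. Vim (ENSMUSG00000026728, chromosome 2 of GRCm39, 13578738 to 13587639) was at 340.3 ± 24.0 CPM (SD, n = 5) in the training hearts and 278 ± 23.3 CPM (SD, n = 5) in the sedentary hearts. Its log2 fold change was 0.29 (standard error 0.063, adjusted p = 0.0272 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lum (ENSMUSG00000036446, chromosome 10 of GRCm39, 97400990 to 97408577) was at 83.9 ± 5.86 CPM in the training and 69.6 ± 9.49 CPM in the sedentary hearts, a log2 fold change of 0.27 (standard error 0.082, adjusted p = 0.0887 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lum stayed below that FDR in 2 of the 10 fits that each left out 1 heart, and without training heart 3 its adjusted p was 0.197 in the same edgeR test. As a list, the fibrosis genes had an adjusted p of 0.0968 from limma's camera test with a preset inter-gene correlation and Benjamini-Hochberg adjustment over 26 lists. The rotation test fry gave an adjusted p of 0.603, and over all alternatives it ranged from 4.44e-05 to 0.736 (limma or fgsea, Benjamini-Hochberg adjustment). Without training heart 3, the median was −0.019. The mean score of the list was above the sedentary mean in 3 of 5 training hearts (exact two-sided permutation test, p = 0.516), and 68 of 100 splits of the 10 hearts into 5 and 5 gave as small a camera p-value. The alternative that moved the median most, a fit with a score of clock genes as a covariate that was chosen after seeing the data, gave 0.19. Of 24 inflammation genes, 19 had enough counts to be tested, and their median log2 fold change was 0.059, with 11 above 0 and 8 below. Vcam1 alone was higher, with a log2 fold change of 0.36 (standard error 0.081, adjusted p = 0.0326 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list's adjusted p was 0.406 in the camera test with Benjamini-Hochberg adjustment, and its mean score was lower than the sedentary mean in 3 of 5 training hearts (exact two-sided permutation test, p = 0.976). Its median was −0.031 without sedentary heart 5, −0.12 with a score of atrial genes as a covariate and 0.33 with the clock gene score, where it passed the threshold (camera with Benjamini-Hochberg adjustment, adjusted p = 0.000933), both chosen after seeing the data.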

In summary, our data suggest that cardiac hypertrophy in exercising animals became apparent starting from 8 weeks of forced training and reached a plateau. The maximum fold-change of CM surface area was recorded in the 8-week and 12-week training groups, which showed approximately 1.8-fold CM enlargement compared to the sedentary controls. Meanwhile, the 2- and 4-week training groups showed only 1.26 and 1.34-fold CM enlargement compared to their sedentary controls.

### 3.4 Forced exercise induces more profound cardiac gene expression than voluntary running

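Whole hearts with both atria came from 5 mice that had run on the treadmill for 8 weeks, 120 min per day on 5 days per week at 15 m/min, and from 5 sedentary mice. Poly-A RNA of the 10 hearts was made into directional libraries, which were sequenced as single reads in 1 pool. The authors aligned the reads to the mouse genome GRCm39 with STAR and deposited, for each heart, the count of uniquely mapped reads per gene for either strand and for both, together with expected counts from RSEM. None of these values was normalized. The count of the strand that the library kit reads was used here. Between 29461697 and 39431030 reads per heart were counted on genes. The median was 34231778 in the training hearts and 37754308 in the sedentary hearts, and the totals differed between the groups (exact two-sided permutation test, p = 0.0238). Symbols and positions were taken from the GENCODE M39 annotation by Ensembl identifier, which matched 56017 of the 56748 identifiers. Genes with low counts were left out with edgeR's filterByExpr, library composition was corrected by TMM factors, and the groups were compared by edgeR's quasi-likelihood test at an FDR below 0.1, the threshold of the paper. CPM are counts scaled to the TMM-corrected library size. The test, the rule for the genes to name, 28 hand-written gene lists and most alternatives were fixed before the data were examined. Lists were tested with camera on voom-weighted log2 CPM, with an inter-gene correlation of 0.01, over the 26 lists with at least 5 tested genes. A list score per heart, the mean log2 CPM of the list's genes after centring each gene, was compared by an exact permutation test, whose smallest p with 5 against 5 hearts is 0.00794. Voluntary running data were not analysed here.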

To better understand the mechanisms of exercise-induced cardiac remodeling, we performed bulk-RNA sequencing using sedentary controls and heart samples from 8 weeks of training. Transcriptional profiles of sedentary and training hearts were obtained using the Illumina NovaSeq^®^ 6000 next-generation sequencing system (Illumina, San Diego, USA). We compared our datasets of forced running with previously published datasets of 8-week voluntary running models to compare models and gain better insight into gene expression profiling (Lerchenmüller et al., 2022).

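Of 15454 genes tested, 1084 differed between training and sedentary hearts at an FDR below 0.1, with 425 higher and 659 lower after training. The size of the change was small, with a median absolute log2 fold change of 0.26 among these genes, and 23 of them changed by more than 1 on that scale. In 782 genes, 5.06% of those tested, no training heart overlapped any sedentary heart, where chance gives 0.794%. With DESeq2's Wald test, 1473 genes passed the same FDR, 617 higher and 856 lower, and 1034 of the 1084 were among them. Without a correction for library composition, the split turned to 1029 higher and 339 lower genes. Of all alternatives, a fit with an atrial marker score as a covariate, chosen after seeing the data, moved the count most, to 81 genes, of which 66 were among the 1084. Leaving out each heart in turn gave between 512 genes, without training heart 4 or without sedentary heart 3, and 1490 genes, without sedentary heart 1. Among 100 of the 126 splits of the hearts into 5 and 5, the largest count in any other split was 21 genes. Among genes with a mean of at least 1 CPM and no overlap between the groups, Myh7, Aldh3b3, Mthfd1l and Sost were among those that rose most, and Rtn4r, Bmal1, Vwa3a, Poln and Cox16 fell most. Aldh3b3 (ENSMUSG00000037263, chromosome 19 of GRCm39, 4008645 to 4022103) was at 2.34 ± 0.459 CPM (SD, n = 5) in the training hearts and 1.14 ± 0.227 CPM in the sedentary hearts, a log2 fold change of 1.04 (standard error 0.18, adjusted p = 0.0122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mthfd1l had a log2 fold change of 0.98. Sost had 0.90 (standard error 0.23, adjusted p = 0.048 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed the FDR in 7 of the 10 fits without 1 heart (without training heart 3, training heart 4 or sedentary heart 2 it did not, with an adjusted p of at most 0.121 in the same edgeR test). Aldh3b3, Mthfd1l and Sost lost their calls with the atrial score as a covariate, but their log2 fold changes moved little, to 0.97, 0.95 and 0.80. Rtn4r (ENSMUSG00000043811, chromosome 16 of GRCm39, 17945241 to 17970272) was at 3.18 ± 0.707 CPM in the training hearts and 7.52 ± 0.603 CPM in the sedentary hearts, a log2 fold change of −1.24 (standard error 0.13, adjusted p = 0.00117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The clock gene Bmal1 had a log2 fold change of −1.19 (standard error 0.21, adjusted p = 0.0154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the times of day at which the hearts were taken are not given in the labels. Poln (−0.92) overlaps Haus3 on its strand and Cox16 (−0.85) overlaps S2bpcox16, so both counts are uncertain, and in the RSEM expected counts Cox16 changed by −0.12 and was not called, while Poln changed by −0.82 and was.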

Figure 4A depicts the volcano plot, which shows the average expression levels and extent of comparison between forced and voluntary running models. Surprisingly, the training effect on cardiac gene expression differed among forced vs voluntary running models.

**FIGURE 4:**
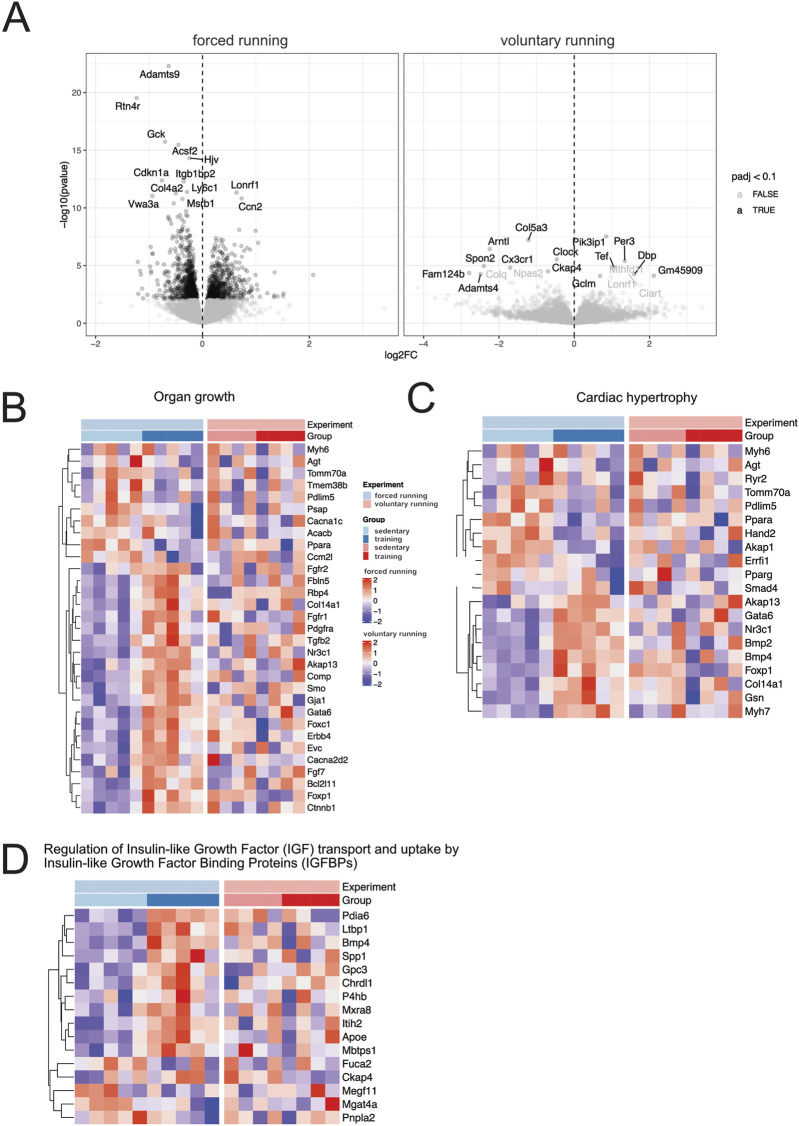
Gene expression analysis of forced and voluntary running models Volcano **(A)** and heat maps showing differentially expressed genes based on clustered genes annotated in several selected biological processes of organ growth **(B)**. Heat maps related to cardiac hypertrophy **(C)** and regulating IGF uptake and transport **(D)** are shown. Only genes considered significantly differentially expressed (False Discovery Rate (FDR) <10%) are included in the analysis.

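For forced running, the volcano plot labels 13 genes, which the study chose from these hearts. All 13 passed an FDR below 0.1, with Lonrf1 and Ccn2 higher and 11 genes lower after training, and all 13 kept their calls in each of the 10 fits that left out 1 heart. Lonrf1 (ENSMUSG00000039633, chromosome 8 of GRCm39, 36683154 to 36716670) was at 9.32 ± 0.762 CPM (SD, n = 5) in the training hearts and 6.00 ± 0.585 CPM (SD, n = 5) in the sedentary hearts, a log2 fold change of 0.64 (standard error 0.083, adjusted p = 0.00504 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the lower genes, Hjv (ENSMUSG00000038403, chromosome 3 of GRCm39, 96432424 to 96439496) had the smallest change, −0.24 (standard error 0.035, adjusted p = 0.00705 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 276 ± 2.46 CPM to 233 ± 7.39 CPM. Itgb1bp2, which lies on chromosome X from 100492665 to 100508645, changed by −0.36, and Msrb1, on chromosome 17 from 24955614 to 24961752, by −0.38. Vwa3a (chromosome 7, 120338541 to 120404966) fell from 14.2 ± 2.49 CPM to 7.41 ± 1.36 CPM, a log2 fold change of −0.95 (standard error 0.14, adjusted p = 0.00702 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ly6c1 changed by −0.29, but it shares near-identical sequence with Ly6c2, so its count of uniquely mapped reads is uncertain. With the atrial marker score as a covariate, 12 of the 13 still passed, all but Ccn2.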

Among the differentially expressed genes, several genes are involved in the cell cycle, cellular proliferation, and negative regulators of apoptosis (*Ccn2*, *Bcl2-like 1*, *Hspb6*, *Akap1*). 

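Ccn2 (ENSMUSG00000019997, chromosome 10 of GRCm39, 24471333 to 24474900), which encodes a matricellular growth factor, was at 384 ± 56.0 CPM (SD, n = 5) in the training hearts and 243 ± 38.4 CPM (SD, n = 5) in the sedentary hearts. This gave a log2 fold change of 0.66 (standard error 0.11, adjusted p = 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bcl2l1 (ENSMUSG00000007659, chromosome 2 of GRCm39, 152622582 to 152673655), a BCL2 family member, was lower after training, at 50.5 ± 4.53 CPM against 78.7 ± 12.3 CPM, with a log2 fold change of −0.64 (standard error 0.10, adjusted p = 0.00871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hspb6 (ENSMUSG00000036854, chromosome 7 of GRCm39, 30251603 to 30256218), a small heat shock protein gene, was at 677 ± 56.4 CPM in the training and 908 ± 65.5 CPM in the sedentary hearts, and its log2 fold change was −0.42 (standard error 0.063, adjusted p = 0.00871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Training heart 2, at 777 CPM, stood apart from the other training hearts, which lay between 640.0 and 664 CPM, and without it the log2 fold change of Hspb6 was −0.48. Akap1 (ENSMUSG00000018428, chromosome 11 of GRCm39, 88721610 to 88755453), which encodes a mitochondrial anchoring protein, was at 177 ± 8.39 CPM against 215 ± 7.22 CPM, a log2 fold change of −0.28 (standard error 0.042, adjusted p = 0.00871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For all 4 genes, every training heart lay on the same side of every sedentary heart, and the calls held in each fit without 1 heart. With the atrial marker score as a covariate, a fit chosen after seeing the data, all 4 kept their direction and lost their calls, with log2 fold changes of 0.61 for Ccn2, −0.50 for Bcl2l1, −0.31 for Hspb6 and −0.21 for Akap1. Of the 20 genes that the text of the paper names, 13 passed an FDR below 0.1 over all genes and 18 when adjusted over the list alone, which is no independent evidence since the study chose them on these hearts.

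**Figure D1:**
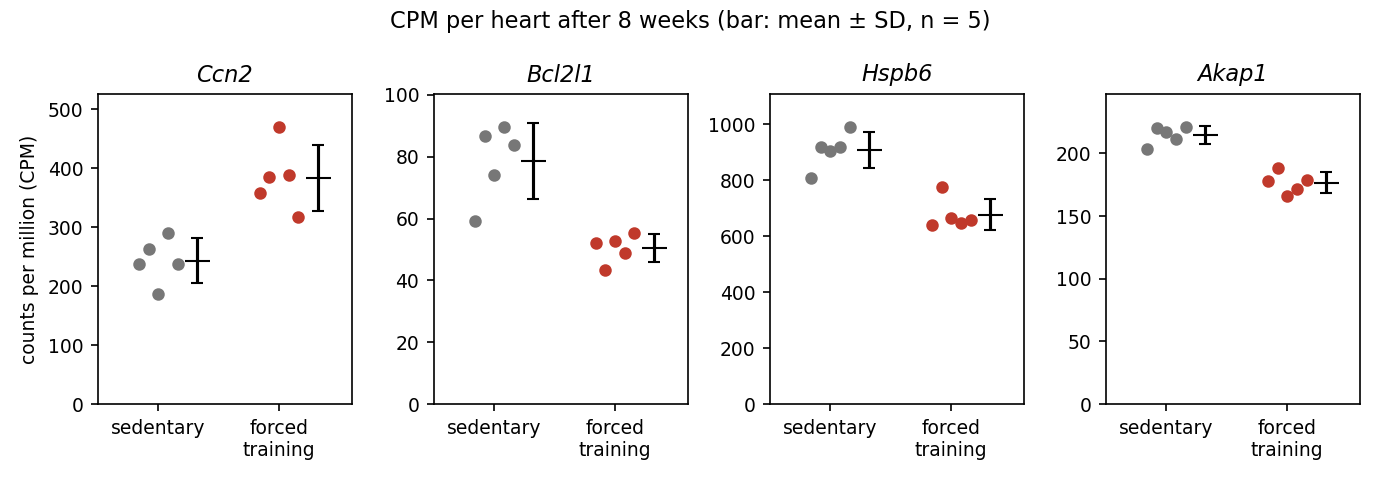
Expression in CPM of Ccn2, Bcl2l1, Hspb6 and Akap1 in each of 5 sedentary and 5 training hearts (points), with the mean and SD beside them (bar and whiskers) and axes from 0. Ccn2 lies between 317 and 469.6 CPM in the training hearts, above all sedentary hearts, and the other genes lie below them.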

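Plin5 (ENSMUSG00000011305, chromosome 17 of GRCm39, 56418446 to 56424610), which encodes a lipid droplet protein, was at 119.6 ± 13.6 CPM (SD, n = 5) in the training hearts and 166 ± 9.12 CPM (SD, n = 5) in the sedentary hearts, a log2 fold change of −0.47 (standard error 0.070, adjusted p = 0.00871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fatty acid binding protein gene Fabp3 (ENSMUSG00000028773, chromosome 4 of GRCm39, 130202388 to 130209259) was at 811 ± 41.8 CPM against 996 ± 47.7 CPM, with a log2 fold change of −0.30 (standard error 0.048, adjusted p = 0.0105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its call was lost with the atrial marker score as a covariate, where its log2 fold change was −0.26. Acsf2 (ENSMUSG00000076435, chromosome 11 of GRCm39, 94447924 to 94508609), an acyl-CoA synthetase gene, was at 31.3 ± 1.54 CPM in the training and 42.9 ± 2.06 CPM in the sedentary hearts, and its log2 fold change was −0.45 (standard error 0.048, adjusted p = 0.00117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sedentary heart 1, at 39.2 CPM of Acsf2, lay apart from the other sedentary hearts but above every training heart. All 30 genes of a list of fatty acid use were tested, 4 of them named by the paper, and 27 had a log2 fold change below 0, with a median of −0.11. In this list 10 genes passed an FDR below 0.1, all lower, and 13 when adjusted over the list alone. Its adjusted p was 2.14e-10 in limma's camera test and 0.0392 in fry, each with Benjamini-Hochberg adjustment, and its score was lower in the training hearts (exact two-sided permutation test, p = 0.0159). Among 100 splits of the hearts, 8 gave as small a camera p-value. Of 18 genes of glucose use, 14 were below 0, and the median was −0.042. In this list 3 genes passed the FDR, all lower, and 5 when adjusted over the list alone. The list's adjusted p was 0.0038 in camera and 0.0609 in fry with Benjamini-Hochberg adjustment, and its score gave the same exact p as the list of fatty acid use. Without a correction for library composition the median of the glucose list was 0.010, with the atrial marker score as a covariate it lost its call, and 12 of the 100 splits gave as small a camera p-value. Over all 26 lists camera called 19, of which 11 were also called by fry, while with an inter-gene correlation estimated from the data it called 0, and 4 lists had an unadjusted p under 0.05.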

Genes involved in glucose metabolisms, fatty acid homeostasis, transport, and storage, such as *Plin5, Fabp3, Gck*, and *Acsf2,* were downregulated after training, indicating a switch in metabolic substrate utilization. 

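A list of 82 nuclear genes for subunits of the respiratory chain and ATP synthase had a median log2 fold change of −0.12 between training and sedentary hearts. Of these genes 74 were below 0 and 8 above. At an FDR below 0.1, 16 were lower and 0 higher, and 36 genes passed when adjusted over the list alone. The adjusted p of the list was 6.99e-13 in limma's camera test with Benjamini-Hochberg adjustment over the 26 lists. The adjusted p ranged from 1.35e-29 to 0.363 over all alternatives (limma or fgsea, Benjamini-Hochberg adjustment). The call did not hold in fry (limma, Benjamini-Hochberg adjustment, adjusted p = 0.166) or with an estimated inter-gene correlation (camera, adjusted p = 0.363). The list score was lower than in every sedentary heart in 4 of 5 training hearts, while training heart 1 lay above all of them (exact two-sided permutation test, p = 0.0714). With each heart left out in turn, the median lay between −0.18, without training heart 1, and −0.089, without training heart 5. These genes are short, with a median length of 621 bases against 2392 for all tested genes, and with the trend on gene length removed the median was −0.072. Among 100 splits of the hearts into 5 and 5, 28 gave as small a camera p-value. A list of 13 cardiomyocyte markers had a similar median, −0.11. A lower share of cardiomyocytes is therefore not excluded as part of the cause, here or for fatty acid use.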

Genes involved in aerobic respiration, oxidative phosphorylation, and electron transport chain were downregulated in exercising mice compared to the sedentary control, indicating a shift in the CM metabolic requirements. 

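Col4a2 (ENSMUSG00000031503, chromosome 8 of GRCm39, 11362471 to 11499287) encodes a chain of basement membrane collagen. It was at 342 ± 32.8 CPM (SD, n = 5) in the training hearts and 484 ± 34.9 CPM (SD, n = 5) in the sedentary hearts, a log2 fold change of −0.50 (standard error 0.067, adjusted p = 0.00504 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adamts9 (ENSMUSG00000030022, chromosome 6 of GRCm39, 92749680 to 92920520), a gene of a secreted metalloprotease, fell from 47.8 ± 3.80 CPM to 30.7 ± 1.77 CPM. Between the groups its log2 fold change was −0.64 (standard error 0.060, adjusted p = 0.000746 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In both genes every training heart was lower than every sedentary heart. With each heart left out in turn, the log2 fold change stayed between −0.54 and −0.46 for Col4a2 and between −0.68 and −0.60 for Adamts9, and both calls also held with the atrial marker score as a covariate.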

Lastly, genes that participate in the collagen biosynthesis process, namely, *Col4a2* and *Adamst9,* were also downregulated in the forced running model. Interestingly, compared to the 8-week voluntary running, the effect of training was more profound after forced running.

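The heat maps label 31 genes in Fig. 4B, 20 in Fig. 4C and 16 in Fig. 4D, which are 56 different genes. The study chose them as differentially expressed, and the legend does not say whether in forced or voluntary running. As far as they were chosen on these hearts, their calls here are no independent evidence. Of the 56 genes, 37 had a log2 fold change above 0 and 19 below. At an FDR below 0.1 in the edgeR comparison, 39 passed, with 25 higher and 14 lower after training. By panel, 19 of 31 passed in Fig. 4B (12 higher, 7 lower), 14 of 20 in Fig. 4C (7 higher, 7 lower) and 13 of 16 in Fig. 4D (10 higher, 3 lower). The 17 others were Myh6, Agt, Acacb, Fgfr2, Fgfr1, Tgfb2, Akap13, Smo, Gata6, Erbb4, Fgf7, Ctnnb1, Ryr2, Smad4, P4hb, Ckap4 and Megf11. With DESeq2's Wald test, 53 of the 56 passed, all but Gata6, Ckap4 and Megf11. Without a correction for library composition, 36 were higher and 8 lower among 44 that passed. Without training heart 3, 17 passed, and with the atrial marker score as a covariate, a fit chosen after seeing the data, 2 passed. That score differs between the groups, so lost calls in this fit do not separate atrial tissue from training.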

We further investigated hypertrophy gene hallmarks in the training animals by selecting differentially expressed genes in critical biological processes such as organ growth (Figure 4B), cardiac hypertrophy (Figure 4C), the regulation of insulin-like growth factor (IGF) transport and uptake by the IGF binding proteins (Figure 4D). Essential genes involved in CM β-myosin heavy chain and protein synthesis, such as *Myh7, Foxp1*, and *Gata6,* were more profoundly upregulated after forced training.

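Myh7 (ENSMUSG00000053093, chromosome 14 of GRCm39, 55208141 to 55232084), the gene of β-myosin heavy chain, was at 252 ± 74.7 CPM (SD, n = 5) in the training hearts and 109.6 ± 25.4 CPM (SD, n = 5) in the sedentary hearts. Its log2 fold change was 1.20 (standard error 0.18, adjusted p = 0.00871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Training heart 2 reached 383 CPM, the other training hearts lay between 195 and 228 CPM, and without training heart 2 the log2 fold change was 1.00 (adjusted p = 0.00549 in the same edgeR test). In the RSEM expected counts, which share reads between paralogs, it was 1.21. The antisense gene Mhrt overlaps Myh7, and when reads of both strands were counted the log2 fold change fell to 0.38. Foxp1 (ENSMUSG00000030067, chromosome 6 of GRCm39, 98902299 to 99499685), a transcription factor gene, was at 27.7 ± 2.18 CPM against 22.6 ± 1.84 CPM, with a log2 fold change of 0.29 (standard error 0.067, adjusted p = 0.0347 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It kept its call without any 1 heart and lost it with the atrial marker score (0.26) or the clock gene score (0.22) as a covariate, both chosen after seeing the data. Gata6 (ENSMUSG00000005836, chromosome 18 of GRCm39, 11051565 to 11086995) was at 80.2 ± 2.69 CPM against 74.5 ± 3.52 CPM, a log2 fold change of 0.11 (standard error 0.042, adjusted p = 0.172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed an FDR below 0.1 in 0 of the 10 fits without 1 heart. It passed without a correction for library composition, and over all alternatives its adjusted p ranged from 0.044 to 0.863 (edgeR or DESeq2, Benjamini-Hochberg adjustment).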

Figure 5 shows the gene set enrichment analysis (GSEA) showing relevant biological processes among forced vs voluntary running. 

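Of 43 genes of cardiac morphogenesis, 41 were tested, and their median log2 fold change in the training hearts was 0.096, with 29 above 0 and 12 below. At an FDR below 0.1, Foxc1, Foxp1, Bmp2, Bmp4 and Sox4 were higher and Hand2 lower, and 13 genes passed when adjusted over the list alone. Of the tested genes, 8 are also labelled in Fig. 4 or named in the text. The list's adjusted p was 0.000586 in camera and 0.0595 in fry (limma, Benjamini-Hochberg adjustment). Its score was higher in every training heart than in every sedentary heart (exact two-sided permutation test, p = 0.00794), and 10 of 100 splits gave as small a camera p-value. In 16 tested genes of smoothened signaling, the median was 0.27, and 15 were above 0. Of the 17 genes of this list, 3 are labelled in Fig. 4 or named in the text. Ptch1, Evc, Gas1, Cdon and Gpc3 were higher, and 11 genes passed when adjusted over the list alone. Among the 10 fits without 1 heart, Ptch1 and Gas1 passed in 10, Gpc3 in 5, Evc in 4 and Cdon in 4. The list's adjusted p was 2.31e-06 in camera and 0.0349 in fry (limma, Benjamini-Hochberg adjustment). Every training heart again lay above every sedentary heart, and no other split of the 100 gave as small a camera p-value. Both lists kept their camera calls with the atrial marker score as a covariate. Their medians were then 0.077 for cardiac morphogenesis and 0.15 for smoothened signaling. The 77 tested genes of mitochondrial ribosomal proteins had a median of −0.11, with 70 below 0. In this list 17 genes were lower, 1 was higher (Mrps6), and 47 passed when adjusted over the list alone. Camera gave an adjusted p of 7.82e-14 and fry the same as for cardiac morphogenesis (limma, Benjamini-Hochberg adjustment), the score was lower after training (exact two-sided permutation test, p = 0.0238), and 10 splits gave as small a camera p-value. With the correlation between genes estimated from the data, camera called none of these lists, and smoothened signaling had an unadjusted p of 0.0335 (limma).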

Based on the GSEA analysis, most upregulated genes in the forced training regulate cardiac morphogenesis and development as well as mitochondrial and metabolism gene expression patterns.

**FIGURE 5:**
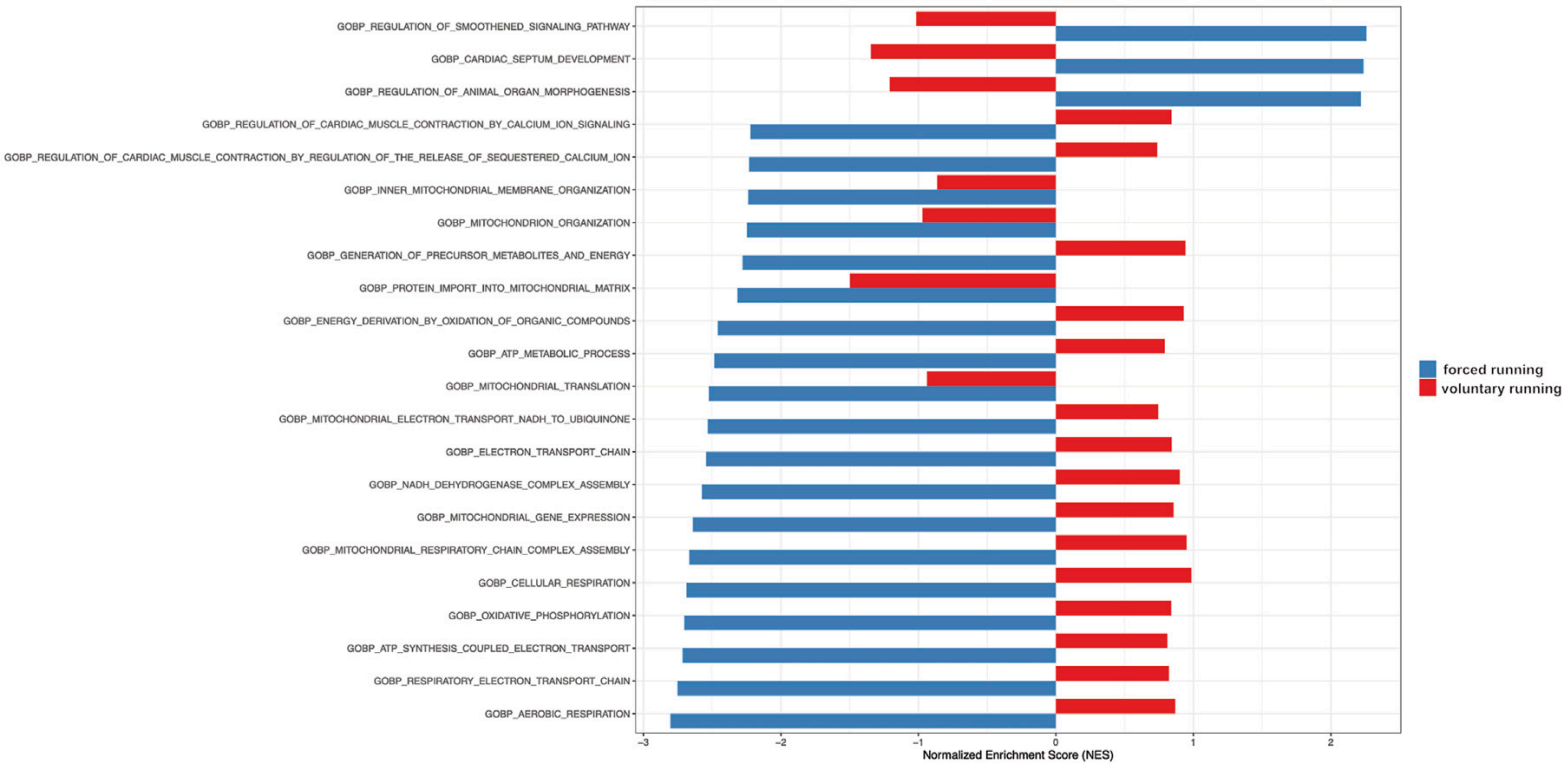
Gene Set Enrichment Analysis (GSEA) of gene ontology gene in forced vs voluntary running for 8 weeks. Gene Set Enrichment Analysis (GSEA) of gene ontology gene sets shows only the most relevant biological processes. The blue color indicates forced running. The red color shows voluntary running.

In conclusion, after 8 weeks, treadmill exercise leads to a more profound alteration in gene expression in the hypertrophied heart compared to voluntary running.

## 4 Discussion

This study aimed to evaluate forced treadmill endurance exercise on the heart by assessing cardiac morphology, heart function, and transcriptomic profiling in mice. Gene expression after induction of exercise-induced cardiac remodeling was compared to a voluntary running model to give new insights in both mouse exercise models.

Previous studies used several animal species, including rodents, swine, dogs, and rabbits, and different training models to observe alterations in cardiac phenotypes (Wang et al., 2010; Polyák et al., 2018). Training modalities varied from voluntary wheel running, swimming, and forced training on the treadmill to sled pulling in large animals. Parameters used to investigate the occurrence of cardiac hypertrophy were often limited only to morphometric characterization, such as heart and body weight ratio, left or right ventricular mass, and CM dimension measurement (Wisløff et al., 2001; Diffee and Nagle, 2003).

Our study shows that intensity-controlled forced endurance training in mice induces morphological cardiac hypertrophy beginning at 8 weeks of exercise. The training animals had lower body weights, increased heart weights, and heart weight/tibia length ratio. Tibia length was used as a denominator in our study due to body weight changes over training duration. Using immunofluorescence staining, we show that significantly more CM in 8- and 12-training groups shifted towards larger cross-sectional surface areas, indicating cardiac hypertrophy.

In our study, we performed a rather rigorous training protocol with maximum training of 60–120 min daily for 5 days/week. Several studies depict various training protocols in rats and mice treadmill training programs. We adopted our protocol to the published protocol of Kemi et al. (Kemi et al., 2002), additionally including other time points that could potentially be used to save workload and resources.

A limitation of the study is that forced training models in animals potentially bear underlying confounders such as stress induction and circadian disruption, which cannot be entirely excluded by our experimental setting and make its one-to-one translation into human endurance training across species difficult. It remains elusive whether forced vs voluntary training in humans also depicts differences in cardiac or skeletal gene expressions.

Strict stress monitoring was performed according to the animal score sheet approved by the local authorities, including (general health, body conditions score, activity, self-care condition, fecal and urin status, respiratory/circulation status). However, none of the mice analysed reached a score to be excluded from the running protocol.

We subsequently investigated the cardiac function and volume during training using a dedicated small animal PET/CT scan. EF did not alter across different groups at various time points, underlining that cardiac volumes did not change although observable exercise-induced cardiac remodeling. Furthermore, cardiac remodeling is highly regulated at the molecular level, involving several biological organ growth and development processes. Therefore, we conducted transcriptomic analyses of the control and hypertrophied hearts to show relevant processes and molecular pathways. In bulk RNA sequencing analysis in 8 weeks of training animals, the most differentially expressed genes between forced training and control animals were involved in regulating cell cycle and apoptosis, indicating that they might play a role in the development of hypertrophy. Several genes related to increasing sarcomere β-myosin heavy chain and other regulatory mitogen-activated protein kinases (MAPK) pathway, anchoring proteins synthesis, and glucose and lipid homeostasis were upregulated after induced cardiac hypertrophy.

Furthermore, signaling pathways involved in organ remodeling, such as *FGF, PDGF, TGF-β/BMP/SMAD*, and genes involved in cardiac morphogenesis and development, were found to be reactivated in response to training. In addition, the biological processes involved in aerobic respiration, oxidative phosphorylation, and electron transport chain were decreased after training, according to our GSEA results. These study results serve as a baseline for further research and await further investigations.

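A list of 37 FGF, PDGF, TGF-β, BMP and SMAD genes had a median log2 fold change of 0.15, with 28 genes above 0 and 9 below. Pdgfra, Bmp2, Bmp4, Smad5 and Smad9 were higher and Pdgfb lower at an FDR below 0.1, and 16 genes passed when adjusted over the list alone. Bmp2 (ENSMUSG00000027358, chromosome 2 of GRCm39, 133394079 to 133404816) was at 3.33 ± 0.348 CPM (SD, n = 5) in the training hearts and 2.20 ± 0.303 CPM (SD, n = 5) in the sedentary hearts, a log2 fold change of 0.60 (standard error 0.12, adjusted p = 0.0223 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bmp4 (ENSMUSG00000021835, chromosome 14 of GRCm39, 46620250 to 46636745) changed by 0.45 (standard error 0.091, adjusted p = 0.0231 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Pdgfra by 0.24 (standard error 0.064, adjusted p = 0.0627 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Pdgfb changed by −0.22 (standard error 0.064, adjusted p = 0.0771 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of the 10 fits without 1 heart Pdgfra passed in 4 and Pdgfb in 3. The list's adjusted p was 0.000142 in limma's camera test with Benjamini-Hochberg adjustment, and its call also held in fry. Its score was higher in every training heart than in every sedentary heart (exact two-sided permutation test, p = 0.00794, the smallest possible), and 3 of 100 splits of the hearts gave as small a camera p-value. With the atrial marker score as a covariate, the median was 0.082 and the call held (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.00836). Of the 37 genes, 8 are also named or labelled by the paper.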

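By complex, the median log2 fold change was −0.15 in complex I (38 genes, 10 of them lower at an FDR below 0.1), −0.051 in complex II (4 genes), −0.17 in complex III (9 genes, 2 lower), −0.15 in complex IV (13 genes, 2 lower) and −0.068 in complex V (17 genes, 1 lower). Cytochrome c (Cycs) was lower as well, with a log2 fold change of −0.26, and passed in 3 of the 10 fits without 1 heart. Of 13 protein genes of mitochondrial DNA, 7 had enough uniquely mapped reads to be tested. All 7 had a log2 fold change below 0, with a median of −0.11, and none passed the FDR over all genes, while 2 passed when adjusted over the list alone. The mitochondrial genes took between 20.4% and 23.6% of the counts per heart. Their list had an adjusted p of 0.00563 in camera and 0.111 in fry (limma, Benjamini-Hochberg adjustment), its score gave p = 0.0556 (exact two-sided permutation test), and 16 of 100 splits gave as small a camera p-value. With the atrial marker score as a covariate, the median of the mitochondrial DNA genes was −0.030 (limma camera with Benjamini-Hochberg adjustment, adjusted p = 0.402). From the lower expression of genes of aerobic respiration, oxidative phosphorylation and electron transport, the paper reasons that the metabolic requirements of cardiomyocytes shift with training, and from the genes of cell cycle and apoptosis it proposes a role in the development of hypertrophy.

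**Figure D2:**
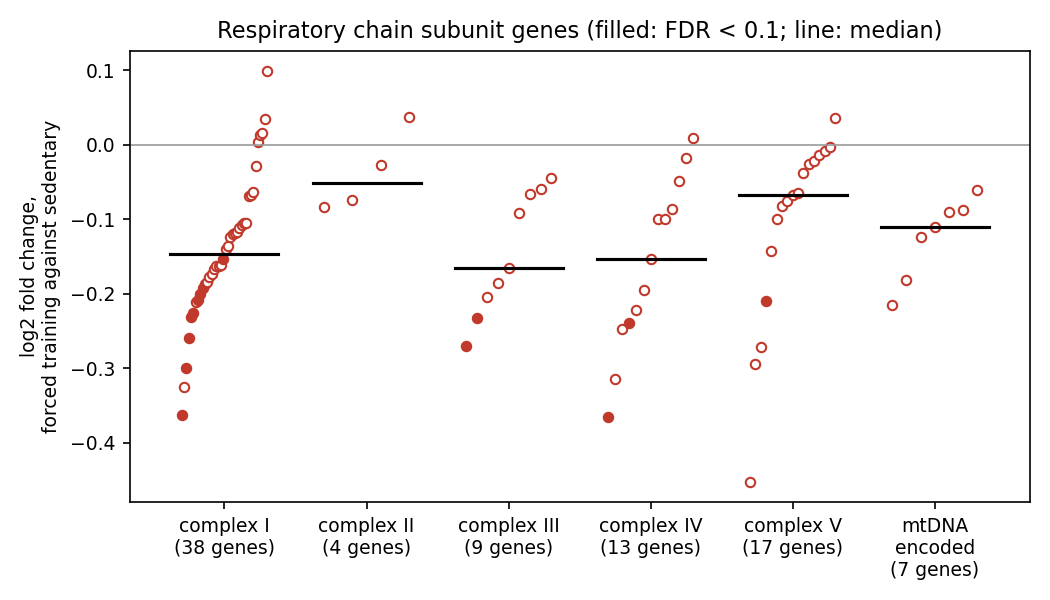
Log2 fold change of training against sedentary hearts for each subunit gene (points), grouped by respiratory chain complex and mitochondrial DNA, with the median of each group as a line. Filled points passed an FDR below 0.1, and all of these lie below 0.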

Several pathways related to organ growth and cardiac hypertrophy were differentially regulated (see Figure 4). However, discussion of all relevant pathways is beyond the scope of this manuscript. Here, we want to focus on the regulation of Insulin-like Growth transport and uptake by Insulin-like growth factor binding proteins. In this analysis, differential gene expression comparing the forced vs voluntary running is evident. The review of Bass-Stringer and colleagues discusses the impact of insulin-like growth factor 1 (IGF1) phosphoinositide 3-kinase (PI3K) pathway as a critical pathway for mediating exercise-induced heart growth and modulating activity of the IGF1 PI3K pathway as an approach to mimic the protective effects of exercise on the heart (Bass-Stringer et al., 2021). Our data suggest that the forced running protocol could have benefits regarding this pathway compared to voluntary running models in a murine model. Interestingly, IGF1 has been demonstrated to be increased in elite athletes (soccer players) with enlarged hearts (Neri Serneri et al., 2001). The measurement of IGF1 was performed by the artery to coronary sinus concentration gradient during invasive electrophysiological studies. The data derived from humans is consistent with our mouse model and cardiac sequencing results, while IGF1 is released from cardiomyocytes. 

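Igf1 (ENSMUSG00000020053, chromosome 10 of GRCm39, 87693642 to 87772904) was at 18.7 ± 2.22 CPM (SD, n = 5) in the training hearts and 17.9 ± 3.48 CPM (SD, n = 5) in the sedentary hearts. This gave a log2 fold change of 0.060 (standard error 0.12, adjusted p = 0.83 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), less than the spread between hearts, and it was −0.17 with the atrial marker score and 0.37 with the clock gene score as a covariate, fits chosen after seeing the data in which Igf1 did not pass either. Of 12 genes of the IGF ligands, receptors and binding proteins, 11 were tested, with a median log2 fold change of 0.14, 9 above 0 and 2 below. No gene of the list passed an FDR below 0.1 over all genes, and 2 did when adjusted over the list alone. The list's adjusted p was 0.0845 in camera and 0.195 in fry (limma, Benjamini-Hochberg adjustment). Its score was above the sedentary mean in 5 of 5 training hearts (exact two-sided permutation test, p = 0.0556), and 28 of 100 splits gave as small a camera p-value. The camera call held in 6 of the 10 fits without 1 heart, with a median of 0.059 and an adjusted p of 0.253 without training heart 3 (limma, Benjamini-Hochberg adjustment). With the atrial marker score as a covariate, the median was −0.094 and the list was not called, and with the clock gene score it was 0.28 and the list was called (camera of limma, Benjamini-Hochberg adjusted p = 0.00897). These values are of RNA in whole hearts and do not tell which cells made it.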

IGF1 binds to its plasma membrane IGF1 receptor and thereby initiates the activation of pro-hypertrophic signaling pathways (PI3K-protein kinase B (Akt) cascade), thereby leading to hypertrophy.

Remarkably, our data suggest that the alteration in gene expression is more prominent in forced vs voluntary running protocol. These results underscore the differences in forced vs voluntary running models in murine research.

Our data suggest that there is a difference in gene expression when forced or voluntary training is applied in mice. Our experiments show that forced (or intensity-controlled) might provide a stronger effect, at least regarding gene expression (especially regarding IGF1). Whether these results can easily be transferred to the debate of endurance training in humans is hard to tell due to the difference in species. RNA sequencing of cardiac or skeletal tissue of athletes is not feasible due to legal rules and ethical concerns. Further studies, such as RNA profiling in humans using blood samples, could potentially provide more insight into this ongoing discussion.

Our results showed that forced endurance training-induced body weight loss in exercising animals could be noticed early on. The difference in final body weight during the 12 weeks was recorded as 2.66 g less in the training group compared to sedentary controls (p < 0.001). The results are expected and consistent with previous studies, which showed that moderate-as well as high-intensity endurance training was effective in reducing total body weight by depleting the central fat accumulation of obese rodents, reflecting a better glycemic metabolic control as well as fatty acid metabolism (de Lade et al., 2018; Martin-Smith et al., 2020).

We show that exercise-induced cardiac remodeling can be observed morphometrically starting from 8 weeks of 2 hours per day intensity-controlled forced endurance training at a speed of 15 m/min. This result adds new insight compared to an experiment using the 129 SvJ/C57BL6 animal genetic background using a shorter training protocol (40 min/day) with higher speed (24 m/min), which failed to detect a change in heart weight/body weight ratio after 8 weeks duration (Han, 2013). This finding could be attributed to using body weight as the denominator of heart weight and could underline the importance of genetic background in mice. Several studies showed that forced middle-intensity endurance training by swimming 3 h/per day in rats increased heart weight by 30% after 180 h of training. Ninety minutes of swimming with a 2% total body weight load, three times/day for 7 weeks, also showed exercise-induced cardiac remodeling without signs of scar tissue formation (Dos Santos Soares et al., 2019). Another study protocol concluded that higher intensity endurance training on a treadmill in rats with a speed of 30 m/min, 30 min/day, 5 days/week for 8 weeks has also successfully induced cardiac remodeling characterized by increasing heart weight in training groups compared to sedentary control (Gunadi et al., 2019). Furthermore, higher-intensity continuous treadmill exercise in rodents (speed of 26.8 m/min, 10^o^ inclination, for 60 min, 5 days/week for 8 weeks) showed CM injury, increased cardiac troponin I, fibrosis, and expressions of genes involved in the development of pathological hypertrophy (Yan et al., 2021). However, not performing endurance training continuously could reverse these potential adverse effects. Recent studies showed that both in animal and human studies, high-intensity interval and continuous moderate-intensity endurance training can evoke beneficial effects in glucose metabolism, lipolysis, and aerobic capacity. Furthermore, cardiorespiratory fitness augmentation by exercise-induced cardiac remodeling reduces sarcopenia and prevents neurocognitive deterioration in aging individuals (Chavanelle et al., 2017; Seldeen et al., 2018; Martin-Smith et al., 2020; Tsai et al., 2021). A moderate-high intensity aerobic exercise using a treadmill in rodents for 60 min/day, 5 days/week for 8–12 weeks led to 17%–32% augmentation of CM size by activating concurrently several of these pathways, promoted neo-angiogenesis and altered cardiac expression of both Bcl-2 and heat shock protein 70 as markers of apoptosis inhibition (Kemi et al., 2002). A meta-analysis showed that using treadmill training protocols in mice of a total 5–8 weeks duration, irrespective of training intensity, achieved the desired outcomes compared to shorter (<4 weeks) or longer (>8 weeks) exercise duration. Failure of training adaptation was expected in a shorter duration. Training duration of fewer than 60 min/day was also expected to affect exercise-induced biochemical alterations [40] substantially. Our study indicates that heart weight/tibia length ratio and CM surface area indicators for cardiac hypertrophy were optimally quantified in the 8-week training group, which runs for 120 min/day, 5 days weekly. A similar effect was found in our 12-week training group. The reduced sample size in ther 12-week training group may limit the statistical power, which is limitation. The data suggest a strong trend, which is in line with the cardiac hypertrophy in the 8-week training cohort.

Experimental forced endurance training using a treadmill machine might generally induce stress in the animals due to stimuli. The training was conducted during the day, which may impact their natural circadian rhythm and behavior, thus building stress responses (Svensson et al., 2016). A free-access voluntary running wheel experiment could be an alternative to forced treadmill training protocols in evaluating exercise-induced cardiac remodeling without exposing additional stress stimuli in training animals (Wang et al., 2010). However, some studies concluded that voluntary wheel training in mice failed to alter CM even after more extended training periods (Natali et al., 2001; Eisele et al., 2008). We examined whether features of pathological hypertrophy have occurred after 8 weeks of training. Pathological versus training-induced cardiac remodeling is characterized by disorganization of cardiac structure, inflammatory cell infiltration, and fibrosis (McMullen and Jennings, 2007). In addition to WGA, we performed hematoxylin-eosin and picrosirius red staining to detect pathological features.

Nevertheless, we found neither sign of inflammation nor fibrosis in all training hearts, irrespective of training duration. These results align with the recent outcomes showing that endurance training (duration varied from 28 days to 35 months) downregulated inflammatory cytokines and fibrosis markers in the blood tissues, as well as molecular expression levels in chemotherapy-damaged and aging hearts (Wright et al., 2014; Yang et al., 2020). This result underlined that cardiac remodeling induced by endurance training exhibits no signs of pathological hallmarks.

The ECG-gated reconstructed PET/CT image acquisitions were processed to evaluate LV volumes in systole and diastole. The EF and CO can be derived by assessing EDV, ESV, SV, and heart rate/minute. Eccentric cardiac hypertrophy, which usually occurs in triathlon athletes after roughly 2 years of training, is characterized by a significant increase in EDV and SV with relatively maintained ESV and LVEF (Scharf et al., 2010). On the other hand, pathological concentric hypertrophy, often combined with eccentric chamber dilatation in failing hearts, created lower SV and reduced LVEF with relatively larger EDV and ESV (Harbo et al., 2020). Physiological hypertrophy can compensate for the lower baseline heart rate with increased SV to maintain the equation of relatively normal CO, indicating a prevailing overall cardiac function (Carter et al., 2003). The training mice had stable EDV, ESV, SV, and LVEF with neither sign of heart chamber dilatation nor failing CO.

The RNA sequencing analysis showed that 8-week training hearts highly upregulated genes involved in cell cycle, apoptosis, fatty acid homeostasis, organ growth pathways, and cardiac developmental processes. To gain new insight into the forced running model, we used a previously published dataset on exercise-induced cardiac remodeling induced by 8-weeks of voluntary running (Lerchenmüller et al., 2022). In the Lerchemüller publication, aside from the older mice, they used younger mice aged 10 to 12- weeks and performed 8 weeks of voluntary running to induce exercise-induced cardiac remodeling.

Several essential genes that inhibit apoptosis and checkpoint for cell cycle progression toward mitosis, such as *Bcl2l1*, *Ccn2*, and *Cdkn1a,* were downregulated in forced training hearts. 

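Cdkn1a (ENSMUSG00000023067, chromosome 17 of GRCm39, 29309936 to 29319701), which encodes the cell cycle inhibitor p21, was at 99.3 ± 6.88 CPM (SD, n = 5) in the training hearts and 171 ± 31.8 CPM (SD, n = 5) in the sedentary hearts. Between the groups its log2 fold change was −0.79 (standard error 0.10, adjusted p = 0.00504 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cdkn1a also belongs to a list of glucocorticoid-induced genes, all of which had a log2 fold change below 0. In each of the 10 fits that left out 1 heart, Bcl2l1 stayed lower and Ccn2 stayed higher after training. Cdk1 (ENSMUSG00000019942, chromosome 10 of GRCm39, 69170976 to 69236595), at 0.534 ± 0.265 CPM against 0.787 ± 0.194 CPM, had a log2 fold change of −0.54 (standard error 0.29, adjusted p = 0.323 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between −0.88 without training heart 3 and −0.39 without training heart 4, and passed in 0 of the 10 fits without 1 heart. Of 21 cell cycle genes, 20 were tested, with a median log2 fold change of −0.026, 11 below 0 and 9 above. Mcm4 alone passed an FDR below 0.1, with a log2 fold change of 0.21 (standard error 0.058, adjusted p = 0.0697 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in 3 of the 10 fits without 1 heart. The list's adjusted p was 0.928 in limma's camera test with Benjamini-Hochberg adjustment, and its score was below the sedentary mean in 4 of 5 training hearts (exact two-sided permutation test, p = 0.373). The sign of the median turned without a correction for library composition (0.027) and without sedentary heart 5 (0.0048).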

Interestingly, Cdkn1 is the inhibitor of *Cdk1*. Overexpression of Cdk1 in CM-induced cell division in post-mitotic mice, rats, and human CM (Mohamed et al., 2018). However, the role of the downregulated translated protein and downstream pathways in promoting adult CM reentry to the cell cycle or even enhancing cell survival remains to be discovered.

Mice performing voluntary running wheel for 3 weeks have been shown to downregulate cell cycle inhibitors and apoptosis regulators (*P16, P53*, and *Cell-cycle-checkpoint-kinase 2*) in vascular endothelial cells (Werner et al., 2009). Furthermore, a previous publication has shown that the microRNAs in endurance training athletes might have a pivotal role in modulating downstream effects of cell cycle proteins cyclin-dependent kinases in skeletal muscle biopsies (Nielsen et al., 2010). However, there is a limited number of previous publications in basic science research that can connect the alteration in CM cell cycle regulator protein expression in response to endurance training. Previous studies managed to show that endurance training of 4–8 weeks in rodents by voluntary wheel running might be responsible for enhancing the cardiomyogenesis assessed using ^15^N-Thymidine multi-isotope imaging mass spectrometry and increasing the number of resident endogenous cardiac stem cell progenitors (Vujic et al., 2018; Lerchenmüller et al., 2022). Interestingly, swimming exercise also increased c-Kit cardiac stem cells in physiological hypertrophied hearts (Leite et al., 2015). Technological advances are needed due to the limitation of reliable methods to monitor CM proliferation and regeneration activities, especially *in vivo* (Walsh et al., 2010).

Several genes in response to endurance training were upregulated in our RNA sequencing analysis. The A-kinase anchoring proteins (AKAP) are essential scaffolding proteins involved in subcellular MAPK signal transduction cascades leading to cardiac hypertrophy. For example, previous studies showed that deficiency of AKAP in mice exhibited an accelerated progression to heart failure, increased collagen deposition apoptosis, and attenuated cardiac hypertrophy after angiotensin II administration and transverse aortic ligation. Recent genome-wide expression analysis in mice indicated the essential role of *in vivo* AKAP13-PKD1 signaling circuits in regulating CM contraction, apoptosis, and energy substrate metabolism during the physiological response of cardiac hypertrophy (Taglieri et al., 2014; Johnson et al., 2015). The *Akap13* gene was upregulated in 8 weeks of forced training animals, confirming the importance of these proteins in exercise-induced cardiac remodeling.

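Akap13 (ENSMUSG00000066406, chromosome 7 of GRCm39, 75105282 to 75404358) was at 138 ± 7.69 CPM (SD, n = 5) in the training hearts and 127 ± 2.72 CPM (SD, n = 5) in the sedentary hearts. Every training heart lay above every sedentary heart, and the log2 fold change was 0.12 (standard error 0.042, adjusted p = 0.137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed an FDR below 0.1 when adjusted over the list alone, that is over the 20 genes named in the text, which the study chose on these hearts (adjusted p = 0.0189 from the same edgeR test). Among alternatives, it passed in edgeR without a correction for library composition, with DESeq2's Wald test and in the DESeq2 fits without a filter, which were chosen after seeing the data. Over all alternatives its adjusted p ranged from 0.0677 to 0.662 (DESeq2 or edgeR, Benjamini-Hochberg adjustment).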

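Myh6 (ENSMUSG00000040752, chromosome 14 of GRCm39, 55179367 to 55205887) was at 27236 ± 553 CPM (SD, n = 5) in the training hearts and 29353 ± 1214 CPM (SD, n = 5) in the sedentary hearts. Its log2 fold change was −0.11 (standard error 0.052, adjusted p = 0.265 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each heart left out in turn it lay between −0.13 and −0.086, and with DESeq2's Wald test it passed an FDR below 0.1 in the same direction (Benjamini-Hochberg adjustment, adjusted p = 0.0549, the lowest of a range up to 0.608 over all alternatives). Myh7 made up 0.918% ± 0.279 (SD, n = 5) of the Myh6 and Myh7 CPM in the training hearts and 0.370% ± 0.0755 (SD, n = 5) in the sedentary hearts. This share was higher in every training heart than in every sedentary heart (exact two-sided permutation test, p = 0.00794, the smallest that 5 against 5 hearts allow).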

*Myh6* and *Myh7* express sarcomeric contractile proteins α- and β-myosin heavy chains, which are significantly upregulated in the cardiac remodeling. Interestingly, the Myh7 expression, as an example, was more robust in the forced vs voluntary running model (Figure 4C; Supplementary Figure S3). Increased expression of α-myosin heavy chains by Myh6 is associated with improved left ventricular contractility in healthy adults who performed high-intensity interval training. The balance between these two isoform proteins maintains proper physiologic cardiac contraction. Reexpression of embryonal β-myosin heavy chain in adult hearts is associated with cardiac hypertrophy in response to muscle injury and remodeling (Hsieh et al., 2022). 

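Nppa (ENSMUSG00000041616, chromosome 4 of GRCm39, 148085091 to 148086583), the gene of ANP, was at 3516 ± 581 CPM (SD, n = 5) in the training hearts and 2554 ± 1004 CPM (SD, n = 5) in the sedentary hearts. This gave a log2 fold change of 0.46 (standard error 0.21, adjusted p = 0.248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without sedentary heart 1, the log2 fold change was 0.69 and the gene passed an FDR below 0.1 (adjusted p = 0.0367 in the same edgeR test), and in the 9 other fits without 1 heart Nppa did not pass. Counted on both strands, Nppa changed by 0.11. It is also 1 of 7 genes of an atrial marker list whose score was higher in the training hearts (exact two-sided permutation test, p = 0.0317). Nppb (ENSMUSG00000029019, chromosome 4 of GRCm39, 148069859 to 148071662), the gene of BNP, was at 233 ± 50.5 CPM against 236 ± 27.9 CPM, a log2 fold change of −0.020 (standard error 0.12, adjusted p = 0.949 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its direction turned between the fits without 1 heart, from −0.11 without training heart 3 to 0.051 without training heart 1.

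**Figure D3:**
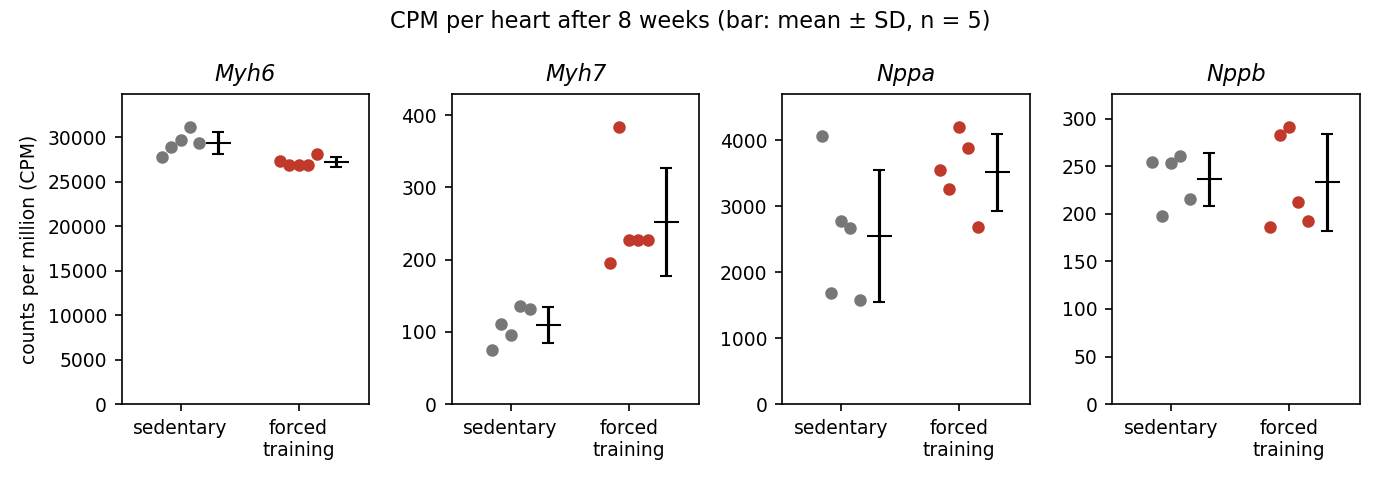
Expression in CPM of Myh6, Myh7, Nppa and Nppb in each of 5 sedentary and 5 training hearts (points), with the mean and SD beside them (bar and whiskers) and axes from 0. Myh7 lies between 195 and 383 CPM in the training hearts, above all sedentary hearts, while the groups overlap in the other genes.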

Our results suggest that Myh7 is upregulated in forced training hearts, while other markers of fetal gene activation (e.g., ANP and BNP) did not change, arguing against the re-activation of fetal programs (Kuwahara et al., 2012). Reactivation of fetal gene expression is attributed to pathological remodelling. However, in this study, there was no evidence of cardiac malfunction, inflammation, or fibrosis at least on the functional analysis and gross histology. However, it remains possible that hidden stressors beyond the scope of our analysis could contribute to gene expression alterations in forced vs voluntary running models.

Comparing the gene expression of independent data sets might be influenced by a batch effect, consisting of technical and experimental aspects.

Moreover, several studies indicated that experimental exercise training on cardiovascular functions in larger animals such as dogs, rabbits, and swine was more favorable due to the resemblance of anatomy and structure to the human heart and vasculature (Polyák et al., 2018; Tharp et al., 2019). Nevertheless, ethical clearance, limitations in genetic manipulation, and higher costs are the major obstacles to performing such studies. Furthermore, the interpretation of the results should be translated carefully due to fundamental differences and limitations (Rai et al., 2017).

This study presents the morphometric, histological, and transcriptomic alterations in exercise-induced cardiac remodeling due to forced intensity-controlled endurance training on a small-animal treadmill compared to a voluntary running model. The phenotypic changes were subsequently confirmed using immunofluorescence to visualize the CM size change by the cross-sectional area without detecting inflammatory or fibrotic tissue remodeling. The trained hearts maintain a normal cardiac function despite an exercise-induced cardiac phenotype. Here, we provide data comparing the two commonly used exercise models for cardiac remodeling: forced vs voluntary running. These comparisons show interesting effects on transcriptomic levels regarding gene expression analysis in cellular proliferation, apoptosis, contractile protein synthesis, glucose transport, organ growth, and cardiac hypertrophy. Thus, this work provides new insights into the 2 mouse models of exercise-induced cardiac remodeling and should help researchers choose the most suitable exercise model for their specific objective.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA811435 and in the GEO repository under accession number GSE308626.

# Supplementary material for: Forced intensity-controlled endurance training on a small-animal treadmill machine inducing murine cardiac hypertrophy: insights and comparison to voluntary running models
**Source:** Front Pharmacol. 2025 Oct 9;16:1682751. doi: 10.3389/fphar.2025.1682751
**Supplement:** Supplementary file 1

Forced intensity-controlled endurance training on a small-animal treadmill machine inducing murine cardiac hypertrophy: insights and comparison to voluntary running models

Maximillian Fischer ^1,2 *^, Agus Simahendra ^1^, Tobias Straub ^3^, Stefan Brunner ^1,2^, , Bartolo Ferraro ^1,2,4,†^, Ludwig T. Weckbach ^1,2,4,†^

^2^DZHK (German Center for Cardiovascular Research), partner site Munich Heart Alliance, Munich, Germany.

**† These authors contributed equally to this work.**

Keywords: cardiomyocytes, physiological cardiac hypertrophy, endurance training, small-animal treadmill

# Supplementary Figure

**Supplementary Figure S1:**Representative heart images stained with hematoxylin-eosin (left side) and picrosirius red (right side) to show absent inflammation and fibrosis respectively. Fibrosis quantification of cumulative 0-week, 8-week and 12-weeks hearts on the right. On each staining section, the sedentary controls were always pictured on the left and their training counterparts on the right **(A)** Baseline 0-week hematoxylin-eosin, **(B)** 0-week picrosirius red, **(C)** 8-weeks hematoxylin-eosin, **(D)** 8-weeks picrosirius red, **(E)** 12-weeks hematoxylin-eosin, **(F)** 12-weeks picrosirius red. N = 10 mice per group. Bar length represents 1000 µm.

**Supplementary Figure S2:**Gene expression analysis of fibrosis genes comparing sedentary and forced running.

**Supplementary Figure S3:**Gene expression analysis of fetal gene reactivation, including ANP (Nppa), BNP (Nppb), Myh7, and Myh6 in forced vs. voluntary running.

How the deposited data were processed for this re-analysis (not part of the article)

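RNA was sequenced from whole hearts, both atria included, of 5 mice after 8 weeks of forced treadmill training and of 5 sedentary mice, 1 library per heart. The libraries are directional, made from poly-A RNA and sequenced as single reads in 1 pool. For each heart the authors deposited raw counts of uniquely mapped reads per gene, written by STAR 2.7.10a against GRCm39, for each strand and for both. These counts were neither normalized nor filtered. The authors also deposited expected counts per gene from RSEM 1.3.3, which shares reads between genes that they match alike; these values are not normalized either, and the strand setting of RSEM is not stated. Gene lengths as RSEM weights them came with the expected counts. The condition of each heart was taken from its label.

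The counts of the reverse strand were used, which hold a median of 95.4% of the counts on either strand. Lines of the count tables that are no gene were left out of library sizes and tests. Multimapping reads made up between 17.9% and 19.2%, and reads on no gene between 4.15% and 4.89%, of all reads in these tables. Symbols, positions and GC content came from the GENCODE M39 annotation and its transcripts, joined by Ensembl identifier. Xist was at most 0.137 CPM and Ddx3y between 79.9 and 95.8 CPM, as in male hearts.

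The training libraries held between 29461697 and 35945417 counts on genes and the sedentary libraries between 35196993 and 39431030. Libraries of 1 group differed by more than counting noise, with a chi-square per degree of freedom between 6.02 and 27.8 for pairs within a group. Errors are therefore given between hearts. The first principal component held 23.9% of the variance of log2 CPM.

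Groups were compared in R 4.3.3 with edgeR 4.0.16: filterByExpr, TMM factors, the quasi-likelihood F test and Benjamini-Hochberg adjustment, with genes called at an FDR below 0.1. CPM use the TMM-corrected library size, with a prior count of 2 where logarithms were taken for scores. Genes were named if the text or Fig. 4 of the paper names or labels them. The 5 genes that rose most and the 5 that fell most were named as well, among those with a mean of at least 1 CPM and no overlap between the groups. Most of the heat map genes that passed are given only as counts of genes, and 2 genes that these rules select are not reported here.

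Hand-written lists, 28 in number, covered OXPHOS subunits, mitochondrial ribosomal proteins, genes of mitochondrial DNA, fatty acid use, glucose use, fibrosis, inflammation, the IGF axis, FGF to SMAD signaling, smoothened signaling, cardiac morphogenesis and the cell cycle. Others covered the circadian clock, glucocorticoid response, immediate early genes, heat shock, and markers of cardiomyocytes, fibroblasts, endothelium, mural cells, macrophages, epicardium, Schwann cells, adipocytes, atria, erythroid cells, lymphocytes and skeletal muscle. The 26 lists with at least 5 tested genes were tested by camera of limma 3.58.1 on voom weights with an inter-gene correlation of 0.01, and called at an adjusted p below 0.1. Scores per heart were compared by an exact two-sided permutation test over the 252 assignments of the hearts.

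The steps were tested on simulated data with 200 changed genes, of which 197 were tested. The edgeR test called 163 of them (82.7%), and 10.7% of its calls were unchanged genes. DESeq2 1.42.0 called 162, with 16.9% of its calls on unchanged genes. A simulated log2 shift of −0.10 in the OXPHOS list gave a recovered median of −0.12, and camera called 1 of the 25 other lists. Each gene was simulated independently, so this does not test camera on correlated genes. In the real hearts, camera called a median of 11 lists in the splits that do not follow training.

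Alternatives were DESeq2's Wald test, DESeq2 size factors in edgeR, library totals alone, no filter, at least 10 counts in every library, RSEM expected counts, counts of both strands, and no mitochondrial DNA genes. Further ones were the mouse number as a block, trends on gene length or GC content removed by loess with a span of 0.3, each heart left out, an FDR below 0.05, and for lists an estimated correlation, fry, and fgsea 1.28.0 with 10000 permutations. Chosen after seeing the data were DESeq2 without a filter on each kind of count, counts thinned to the smallest library, and fits with an atrial, adipocyte or clock gene score as a covariate. Hearts were also split in 100 of the 126 possible ways into 5 and 5. The mouse numbers in the labels were not used as pairs, as residuals of hearts with the same number were hardly correlated. The voluntary running data were not analysed here.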

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

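The splits of the hearts for single lists and the fits with a marker score as a covariate were tests chosen only after the results were seen. The fit on RSEM expected counts was set beforehand, and only its use as a test for Myh7 was chosen afterwards.

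In 4 of 80 groups of 5 hearts, 1 heart lay far from the other 4, where chance gives 4, or 1 in 20. The gap between this heart and its nearest neighbour, as a share of the range of the group, was 0.808 for Hspb6 in training heart 2, 0.866 for Acsf2 in sedentary heart 1, 0.772 for Myh7 in training heart 2 and 0.747 for the score of cardiac morphogenesis in sedentary heart 2. Hspb6, Acsf2, Myh7 and cardiac morphogenesis were called without these hearts too. Against a different share of atrial tissue as the whole cause, Myh7 had a log2 fold change of 1.50 with the atrial marker score as a covariate. Against reads shared with Myh6, it was 1.21 in RSEM expected counts. Why training heart 2 had more Myh7 than the others was not tested.

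The paper does not discuss atrial genes as a group. All 7 genes of an atrial marker list were higher after training, with a median log2 fold change of 0.50, and Sln, Dkk3 and Stard10 passed an FDR below 0.1. The heart expresses all of them, Nppa most (3040.0 CPM), and Nppa is also named by the paper. The score was above the sedentary mean in 5 of 5 training hearts (exact two-sided permutation test, p = 0.0317), while 13 of 100 splits gave as small a camera p-value, so that chance is not excluded. A different share of atrial tissue in the training samples is a candidate explanation, through growth of the atria with training or through dissection, and no test here separates these. With the atrial score as a covariate, the median fell from 0.27 to 0.15 for smoothened signaling (limma camera, Benjamini-Hochberg adjusted p = 0.00125). It fell from 0.15 to 0.082 for FGF to SMAD signaling (0.00836) and from 0.096 to 0.077 for cardiac morphogenesis (0.0102). These kept calls argue only weakly against atrial tissue as their whole cause. Camera also called a median of 11 lists in splits that do not follow training, and atrial tissue may account for part of the rise.

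Of 18 clock genes, Per3, Cry1, Cry2, Nr1d2, Tef and Bhlhe41 were higher and Bmal1, Clock and Npas2 lower, and the median was 0.19. Tef was the most abundant (183 CPM). The list was called by camera (limma, Benjamini-Hochberg adjusted p = 0.0345) but not without sedentary heart 1 (0.158), and 28 of 100 splits gave as small a p-value. Fry did not call it (limma, Benjamini-Hochberg adjusted p = 0.19). Clock outputs minus activators were higher in the training hearts (exact two-sided permutation test, p = 0.0397), with sedentary hearts 4 and 5 near the training hearts. A difference in the time of day at harvest may explain this, and so may a shift of the clock by running in the daytime, which the paper names as a confounder. No harvest times are in the labels.

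All 16 genes of a glucocorticoid response list were below 0, with a median of −0.30, and Fkbp5, Cdkn1a, Mt1, Errfi1 and Ddit4 were called. This argues only weakly against a glucocorticoid stress response in the training hearts at harvest, since chance is not excluded. With the clock gene score as a covariate the median was −0.63, so its size depends on a clock difference of unknown cause. Stress earlier in the training was not measured. Among the 10 fits without 1 heart, Cdkn1a and Mt1 were called in 10, Errfi1 in 3, Ddit4 in 2 and Fkbp5 in 1. The list shares 2 genes with other lists and the paper picked 2 of them; its most abundant gene was Pdk4 (2200.0 CPM). In 11 of 100 splits the p-value was as small. The heat shock list was lower as well, with a median of −0.13, Hspa1a higher and Hspb6 and Hspb7 lower (Hspb7, the most abundant, at 2380.0 CPM), and 16 of 100 splits gave as small a p-value.

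Among cell markers, the cardiomyocyte list had a median of −0.11 (13 genes, 2 of them picked by the paper, Actc1 and Ckm lower, Myh6 most abundant at 28300.0 CPM), the fibroblast list 0.15 (12 genes, 6 of them in another list, Pdgfra and Lum higher, Dcn most abundant at 608 CPM) and the endothelial list −0.088 (12 genes, Tie1, Flt1 and Esam lower, Eng most abundant at 274 CPM). All of these genes are expressed in the heart. As small a p-value came from 9, 23 and 2 of 100 splits. Fry called the cardiomyocyte and endothelial lists but not the fibroblast list (limma, Benjamini-Hochberg adjusted p = 0.123). Without training heart 3 the fibroblast median was 0.090, and camera called that list in each of the 10 fits without 1 heart. In these fits Pdgfra passed in 4, Lum in 2, Tie1 in 3 and Flt1 in 2, while Actc1, Ckm and Esam passed in 10. Fibroblast and endothelial markers moved apart, which a lower share of cardiomyocytes alone would not give. With the atrial score as a covariate, the fibroblast list was no longer called (limma camera, Benjamini-Hochberg adjusted p = 0.115), so that atrial tissue may account for it, and a higher share of fibroblasts stays open.

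The adipocyte list was higher, with a median of 0.65 (7 tested genes, none called, Cfd most abundant at 40.1 CPM), and the erythroid list lower, with −0.43 (5 genes, none called, Hbb-bs most abundant at 41.8 CPM). As small a p-value came from 53 and 50 of 100 splits, so that chance is a candidate explanation for both. Among the 10 fits without 1 heart, camera called the adipocyte list in 5 and the erythroid list in 7. The adipocyte median ran from 0.10 without training heart 4 (limma camera, Benjamini-Hochberg adjusted p = 0.406) to 1.34 without sedentary heart 1. The erythroid median ran from −0.58 without training heart 1 to −0.26 without training heart 4 (adjusted p = 0.235 in the same test). Alternatives set before the data were examined lost the adipocyte call in 6 cases and the erythroid call in 4, fry among both. With the adipocyte score as a covariate, the largest adjusted p of the fibroblast, morphogenesis and smoothened lists was 0.00628 (limma camera, Benjamini-Hochberg). Their medians fell to 0.12, 0.055 and 0.22. The kept calls argue only weakly against adipose tissue as the whole cause of their rise. Camera also called many lists in splits that do not follow training.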

How the results depend on the processing

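The DESeq2 fits without a filter, the thinned counts and the covariate fits were tests chosen only after the results were seen. A list whose score was the covariate, and its genes, are left out of the comparisons below for that fit, since the covariate is made from them.

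Against 1084 genes, 81 were called with the atrial score, 485 with the adipocyte score and 505 at an FDR below 0.05. Of 425 higher genes, these fits gave 14, 171 and 187, and library totals alone 1029. Of 659 lower genes they gave 67, 314 and 318, and library totals alone 339. Across the 10 fits that each left out 1 heart, between 512 (without training heart 4 or sedentary heart 3) and 1490 (without sedentary heart 1) were called, from 188 (without training heart 3) to 655 (without sedentary heart 1) higher and from 298 (without sedentary heart 3) to 835 (without sedentary heart 1) lower. Between 17 and 22 lists were called in these fits, 11 with fry and 0 with an estimated correlation, where 4 lists had an unadjusted p under 0.05.

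With an estimated correlation, no list was called, with medians unchanged, among them −0.12 for OXPHOS subunits, −0.11 for mitochondrial ribosomal proteins, −0.11 for mitochondrial DNA, −0.11 for fatty acid use, −0.042 for glucose use, 0.043 for fibrosis, 0.14 for the IGF axis, 0.15 for FGF to SMAD signaling, 0.27 for smoothened signaling and 0.096 for cardiac morphogenesis. The calls of OXPHOS subunits, mitochondrial DNA, fibrosis and the IGF axis were lost in fry. So were those of the circadian clock, fibroblast, adipocyte and erythroid lists. The OXPHOS median lay between −0.18 and −0.089 with 1 heart left out.

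Fibrosis was not called with DESeq2 size factors (0.046), library totals alone (0.097), at least 10 counts in every library (0.044), RSEM expected counts (0.043), no mitochondrial DNA genes (0.047), the length trend removed (0.039), thinned counts (0.037) or the atrial score (0.038). With 1 heart left out its median ran from −0.019 (without training heart 3) to 0.094 (without sedentary heart 5). The IGF axis was not called with DESeq2's Wald test or fgsea (0.14), library totals alone (0.19), at least 10 counts (0.099), the length trend removed (0.11), the atrial score (−0.094) or the adipocyte score (0.052), and ran from 0.059 (without training heart 3) to 0.20 (without sedentary heart 1). Glucose use was 0.010 with library totals alone and −0.019 with the atrial score, and mitochondrial DNA −0.030 with the atrial score.

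Inflammation was −0.12 with the atrial score, −0.0038 with the adipocyte score and 0.33, and called, with the clock score, and ran from −0.031 (without sedentary heart 5) to 0.14 (without sedentary heart 1), also below 0 without sedentary heart 4. The cell cycle list was 0.027 with library totals alone, 0.013 with at least 10 counts or the atrial score and 0.012 with the clock score, and ran from −0.066 (without sedentary heart 1) to 0.0048 (without sedentary heart 5). With the clock score, immediate early genes were at −0.19, mural cells at −0.024 and macrophages at 0.11. With the atrial score epicardium was at −0.22 and adipocytes at −0.16. Immediate early genes, macrophages and epicardium were called in these fits. With 1 heart left out, immediate early genes ran from −0.020 to 0.13 and mural cells from −0.014 to 0.060.

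Nppb was 0.034 with library totals alone, 0.028 with the length trend removed and 0.098 with the clock score, and ran from −0.11 to 0.051 with 1 heart left out. Igf1 was −0.17 with the atrial score. Ckap4 was −0.00068 with the length trend removed and −0.026 with the atrial score, and ran from −0.030 to 0.059.

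Over 133 named genes and the 11 alternatives set beforehand other than single hearts, 1332 of 1461 values kept their call and direction, 78 lost the call, 48 gained it and 3 changed direction. Over 14 other lists, 172 of 196 values kept both, 19 lost the call and 5 gained it. With 1 heart left out, 1002 of 1330 gene values kept both, 303 lost the call, 15 gained it and 10 changed direction. With the atrial score 92 of 129 genes lost the call, with the adipocyte score 47 of 133 and with the clock score 44 of 124.

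The mouse number as a block gave 1137 genes, 468 higher and 669 lower, of which 890 were among the 1084. Nppa, with a log2 fold change of 0.53, was called in this fit, and so were the epicardium (0.13) and Schwann cell (0.14) lists. Residuals of hearts with the same number had correlations of −0.097, 0.159, 0.0751, 0.0237 and 0.159, so the numbers were not taken as pairs.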

Differences from the paper's values

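The DESeq2 fits without a filter were tests chosen only after the results were seen.

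For the 13 genes labelled in Fig. 4A, no log2 fold change differed from the volcano plot by more than its standard error; Rtn4r, for example, was at about −1.2 in Fig. 4A, read by eye, and at −1.24 here.

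In its discussion, the paper lists Ccn2 among genes that fell with forced training, although its Fig. 4A shows Ccn2 as higher. Here its log2 fold change was 0.66, and among the alternatives set before the data were examined it lay between 0.57 (without training heart 3) and 0.73. The paper states that Myh6 rose. Here it was −0.11, and between −0.13 and −0.054 in these alternatives.

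The paper describes genes of glucose and fatty acid metabolism and of mitochondria in both directions, as lower after training in its account of the differentially expressed genes and as higher elsewhere. Here the lists of fatty acid use (−0.11), glucose use (−0.042), OXPHOS subunits (−0.12) and mitochondrial ribosomal proteins (−0.11) were lower; glucose use was 0.010 with library totals alone. It states that cell cycle genes rose, and here that list was at −0.026 and not called. These are hand-written lists and not the gene sets of the paper.

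The paper states that Akap13 rose. Here it was 0.12 and not called (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.137). It was called by DESeq2's Wald test (0.0677), with library totals alone (0.0764), and in the DESeq2 fits without a filter on the stranded counts (0.0724), both strands (0.0837) and RSEM expected counts (0.0805), chosen after seeing the values. Gata6, which the paper reports as higher, was not called (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.172) but was with library totals alone (0.044) and in the DESeq2 fit without a filter on both strands (0.0938), chosen after seeing the values.

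The legend of Fig. 4 gives an FDR below 0.1 for its genes, without saying whether in forced or voluntary running. Here 39 of the 56 genes in Fig. 4B to 4D passed. Of the alternatives set before the data were examined, DESeq2's Wald test called the most, 53, all but Gata6, Ckap4 and Megf11. Megf11 was called with counts of both strands (0.0898, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). The DESeq2 fits without a filter, chosen after seeing the values, called 53, 55 on both strands (all but Ckap4) and 52 on RSEM expected counts. Ckap4 was called in none of the settings.

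The paper sets its sequencing results beside a rise of IGF1. Here Igf1 was at 0.060 and not called in any alternative (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.83). It states that fibrosis genes did not change; here Ccn2, Vim and Lum of 32 such genes were called, and the list was at 0.043 (limma camera, Benjamini-Hochberg adjusted p = 0.0968).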

Other observations

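The splits of the hearts for lists, the thinned counts, the covariate fits and the count per heart of genes near its own group were tests chosen only after the results were seen.

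No other of the 100 splits called as many genes as training against sedentary hearts, so 1 split of 100 reached 1084. The lower depth of the training libraries was not the cause, since 1067 genes were called in counts thinned to the smallest library. Mitochondrial DNA genes took many of the counts, but without them 1036 genes were called. A fit with the clock gene score called 789, of which 408 were among the 1084, but 4 of the 12 genes of this score were themselves still called in that fit. The score thus does not remove all of the clock difference, and the time of day and training cannot be told apart as the cause of the calls. With the atrial score 81 genes were called, of which 66 were among the 1084, and none of the 7 genes of that score. This argues against atrial tissue as the whole cause, and it may account for part of the calls. Both scores differ between the groups, so these fits do not separate their effect from that of training.

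Lists were called more often than genes in splits that do not follow training, with a median of 11 lists in the other splits. In 5 of 100 splits as many lists were called as between training and sedentary hearts. As small a camera p-value as in the real split came from 28 splits for OXPHOS subunits, 10 for mitochondrial ribosomal proteins, 16 for mitochondrial DNA, 8 for fatty acid use, 12 for glucose use, 68 for fibrosis, 28 for the IGF axis and 10 for cardiac morphogenesis, so that chance is a candidate explanation for each of these. For FGF to SMAD signaling it came from 3 splits and for smoothened signaling from 1, the real one. This argues against chance only weakly, since the paper picked 8 of the 37 and 3 of the 17 genes, possibly on these same hearts. These are also 2 of 26 lists.

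For the lower OXPHOS genes, the median of the list was −0.072 with the trend on gene length removed and −0.11 with the trend on GC content removed. Neither trend was the whole cause. Fibroblast minus endothelial marker scores were higher in every training heart (exact two-sided permutation test, p = 0.00794, the smallest possible). Other cell types would rise alike if only the share of cardiomyocytes fell, so this argues against that change alone. It cannot exclude a lower share of cardiomyocytes together with other shifts. The cardiomyocyte list fell about as much, with a median of −0.11 against −0.12 for OXPHOS. With each heart left out, the largest adjusted p of the OXPHOS list was 5.42e-09 (limma camera, Benjamini-Hochberg), so no 1 heart made the call of this test. Chance, correlation between OXPHOS genes and a lower share of cardiomyocytes remain open, and a biological effect of training may add to them.

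The immediate early score, a sign of handling at dissection, gave p = 0.778 (exact two-sided permutation test), with 18 genes in the list, a median of 0.019 and no gene called. Camera did not call this list (limma, Benjamini-Hochberg adjusted p = 0.433), but did in 2 of the 10 fits without 1 heart. It was called lower with the clock score as a covariate (median −0.19, adjusted p = 0.000933 in the same test). As these genes go both ways, handling and training cannot be told apart from this score.

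Sedentary heart 1 lay between the groups. Without it 1490 genes were called, of which 1484 were also tested with all 10 hearts. For 48.3% of these 1484 it was nearer the sedentary mean, against between 55.5% (training heart 2) and 87.9% (sedentary heart 3) for the other hearts, each over the genes called without it. A wrong label and a sedentary heart at the edge of its group cannot be told apart with 1 library of that kind, and no training heart was as far out of place.

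Of the other marker lists, mural cells had a median of 0.028 (9 genes, 2 of them in another list), macrophages −0.11 (11 genes, 3 in another list), epicardium 0.12 (7 genes) and Schwann cells 0.14 (6 genes). With the settings of the passages none was called, though Tagln (0.54) was higher and Rgs5 (−0.18) lower among the mural genes. Some other fits of all 10 hearts called them (limma camera, Benjamini-Hochberg): without a filter on low counts, macrophages (adjusted p = 0.0721) and epicardium (0.0779), with the trend on GC content removed, epicardium (0.0998), and with cameraPR on the statistics of DESeq2 without a filter, macrophages (0.0718), epicardium (0.0781) and Schwann cells (0.0811). With 1 heart left out, macrophages were called in 4 of 10 fits (median from −0.17 without sedentary heart 2 to −0.042 without sedentary heart 3), epicardium in 5 (0.036 without training heart 3 to 0.24 without sedentary heart 1) and Schwann cells in 4 (0.094 without training heart 5 to 0.21 without training heart 1). With the atrial score as a covariate, macrophages (median −0.22, adjusted p = 0.00139) and epicardium (−0.22, 0.00306) were called lower and mural cells (0.15, 0.038) higher (limma camera, Benjamini-Hochberg), so epicardium changed direction. With the clock score, macrophages (0.11, 0.0808) and epicardium (0.37, 0.00728) were called higher, so macrophages changed direction. Of 9 lymphocyte genes 2 were tested, Cd79a (−0.18) and Cd79b (−0.27), and of 6 skeletal muscle genes 3, Mybpc2 (−0.025), Tnnt3 (0.43) and Actn3 (0.49); none of these 5 genes was called.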
